# Independent and temporally separated dynamics for RORγt and Foxp3 during Th17 differentiation

**DOI:** 10.3389/fimmu.2025.1462045

**Published:** 2025-04-28

**Authors:** Stav Miller, Inbal Eizenberg-Magar, Shlomit Reich-Zeliger, Jacob Rimer, Irina Zaretsky, Dan Reshef, Ekaterina Kopitman, Nir Friedman, Yaron E Antebi

**Keywords:** T-cell differentiation, time-lapse microscopy, transcription factor dynamics, micro-well array, double positive T-cells, systems immunology, clonal analysis

## Abstract

T helper 17 and Regulatory T cells (Th17 and Treg, respectively) are two well-described lymphocyte subsets with opposing actions. The divergent fates of Th17 and Treg cells are accounted for, at least in part, by molecular antagonism that occurs between their respective specific transcription factors, RORγt and Foxp3. An imbalance between Th17 and Treg cells may lead to tissue inflammation and is associated with certain types of autoimmunity. In order to understand the heterogeneity and dynamics of the differentiation process, we studied Th17/Treg cell differentiation of naïve cells *in vitro*, using RORγt^GFP^Foxp3^RFP^ dual-reporter mouse. Flow cytometry revealed the consistent emergence of a population of double positive RORγt^+^Foxp3^+^ (DP) cells during the early stages of Th17 cell differentiation. These DP cells are closely related to RORγt^+^ single positive (SPR) cells in terms of global gene expression. Nevertheless, for some genes, DP cells share an expression pattern with Foxp3^+^ single positive (SPF) Treg cells, most importantly by reducing IL17 levels. Using time-lapse microscopy, we could delineate the expression dynamics of RORγt and Foxp3 at a clonal level. While the RORγt expression level elevates early during differentiation, Foxp3 rises later and is more stable upon environmental changes. These distinct expression profiles are independent of each other. During differentiation and proliferation, individual cells transit between SPR, DP, and SPF states. Nevertheless, the differentiation of sister cells within a clone progeny was highly correlated. We further demonstrated that sorted SPR and DP populations were not significantly affected by changes in their environment, suggesting that the correlated fate decision emerged at early time points before the first division. Overall, this study provides the first quantitative analysis of differentiation dynamics during the generation of DP RORγt^+^Foxp3^+^ cells. Characterizing these dynamics and the differentiation trajectory could provide a profound understanding and be used to better define the distinct fates of T cells, critical mediators of the immune response.

## Introduction

CD4^+^ T cells play a central role in mediating adaptive immunity. Upon interaction of their TCR with a cognate antigen and stimulation by the cytokine milieu, naïve CD4^+^ T cells can differentiate into specialized effector subsets that help other immune cells in eradicating pathogens (1, 2). Under certain conditions, CD4^+^ T cells can instead be induced to a regulatory fate (iTreg cells), which maintains self-tolerance and modulates immune responses to infections. However, recently the paradigm of a discrete set of terminally differentiated fates has been altered, and a continuum of fates that shows a high level of plasticity was revealed (3). We and others have reported stable co-expression of multiple lineage-specific genes accompanied by a mixed cytokine secretion phenotype in committed CD4^+^ T cell populations in response to complex environmental signals (4–6). Furthermore, diverse transitions between lineages were shown to occur in both humans and mice (7–10).

An important form of plasticity is between the effector and regulatory states of T cells, enabling adaptation to changes in the cells’ environment. Transitions in both directions were described before (7, 11–13), and double positive cells co-expressing Foxp3 with each of the known effector transcription regulators RORγt, Tbet, and GATA3 were found *in vivo* and shown to possess an immunosuppressive function (14–17). In particular, the interplay between effector Th17 and Treg cells has important implications for immune responses. Upregulation of Th17 immunity and functional defects in Tregs were demonstrated in various autoimmune disorders (18–21). Treatments with a neutralizing anti-IL-17 antibody or adoptive transfer of Treg cells were able to limit disease severity in mice by restricting the expansion of effector Th17 cells (21–23). Interestingly, both Th17 and Treg cells require TGFβ for their differentiation from naïve CD4^+^ T cells and can be found in adjacency *in vivo*, for example, in the intestine (24).

While double positive RORγt^+^Foxp3^+^ cells were shown to have a significant role in regulating inflammation (14, 17, 25–27), the differentiation process of these cells has not yet been studied systematically, and its dynamics is still not known. Differentiation of double positive fates could proceed through distinct trajectories (**Figure 1A**). Double positive cells could emerge from effector RORγt^+^ cells or regulatory Foxp3^+^ cells and could differentiate directly from naive cells. Furthermore, heterogeneity in the differentiation process is a key component in determining the balance between effector and regulatory functions. The level of heterogeneity is set by whether the resulting differentiation decision is determined collectively at the population level, individually at the single cell level, or at the clonal level (**Figure 1B**). Finally, it is important to determine the stability and plasticity of the resulting fates.

**Figure 1:**
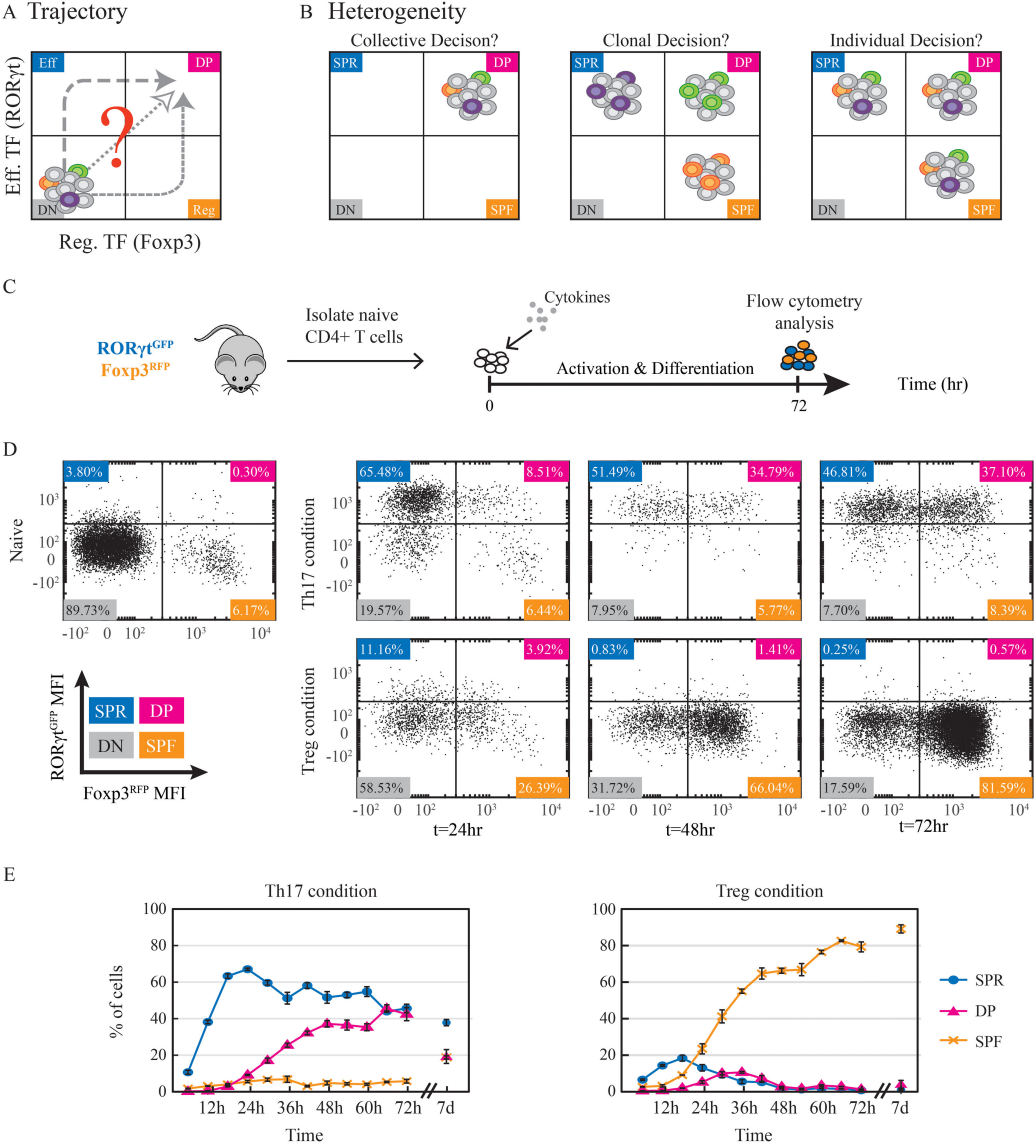
A large stable DP population emerges during Th17 cell differentiation. **(A)** Potential trajectories of naive CD4^+^ T cells towards expressing both effector and regulatory transcription factors and becoming double positive RORγt^+^Foxp3^+^ cells. **(B)** The fate decision within cells can arise at different levels. The cellular state might be the result of a collective homogeneous decision where all cells become double positive. Alternatively, some cells could attain a double positive fate, while others become single positive. In this case, the decision could occur at the clonal level, such that all the descendants of the same clone have the same fate, or each cell could make an independent individual decision. Cell color represents a clone. **(C)** Experimental design. Naïve CD4^+^ T cells were isolated from the spleen of dual reporter RORγt^GFP^Foxp3^RFP^ mice and cultured in the presence of activation beads and fate-inducing cytokines for 72hr before being analyzed using flow cytometry. **(D)** Scatter plots showing measured expression patterns of RORγt^GFP^ and Foxp3^RFP^ of naive cells on t=0 and of cells under Th17 (upper panel) and Treg (lower panels) conditions on t=24,48,72hr. Population color code: blue, SPR (single positive, Rorγt); pink, DP (double positive); red, SPF (single positive, Foxp3); gray, DN (double negative). **(E)** Percentages of detected populations of cells cultured under Th17 (left) and Treg (right) conditions. Measurements were taken every 6hr throughout 72hr and after 7 days using flow cytometry. The presented data is from one representative experiment out of three, each with three technical repeats.

## Results

### Analysis of RORγt and Foxp3 dynamics during *in vitro* Th17 cell differentiation reveals a large and stable DP population

Studying these questions requires quantitative monitoring of the dynamics of the two master transcription factors through the differentiation process at the single-cell level. We generated a tissue culture model giving rise to RORγt^+^Foxp3^+^ DP cells. Specifically, we crossed transgenic Rorc(γt)-Gfp^TG^ reporter mice with Foxp3-IRES-mRFP knock-in mice and used the resulting RORγt^GFP^Foxp3^RFP^ dual reporter F1 hybrids. To test whether we could identify double positive populations using this model, we isolated lymphocytes from Peyer’s Patches of a healthy mouse and verified the existence of a CD4^+^ DP RORγt^+^Foxp3^+^ population (14) (>3%; **Supplementary Figure S1A**).

Next, we aimed to induce double-positive cells *in vitro*. Naïve CD4^+^ T cells were extracted from the spleens of the dual reporter mice and activated using anti-CD3 anti-CD28 activation beads. The cells were incubated for three days under conditions favoring either Th17 cell differentiation (TGFβ with IL6) or iTreg (TGFβ with IL2) (**Figure 1C**). Importantly, in order to enable the emergence of mixed fates, we did not use fully polarizing conditions that include the addition of neutralizing antibodies against cytokines directing alternative fates (5). After three days, cells were measured to determine the expression of signature markers. As expected, under the Th17 condition, we observed upregulation of the master regulator RORγt and IL17A mRNA (**Supplementary Figure S1B**) as well as secretion of the signature cytokine IL17A (**Supplementary Figure S1C**). In cells cultured under iTreg-inducing conditions, on the other hand, mRNA levels of the main transcription factor Foxp3 increased (**Supplementary Figure S1B**). We then used flow cytometry to measure the expression of these two transcription factors at the single-cell protein level. Treg-inducing conditions resulted in the gradual emergence of a Foxp3^+^ population during the first three days (**Figure 1D**, lower panel). Under Th17-inducing conditions, however, we observed both a SP RORγt^+^ population and a DP RORγt^+^Foxp3^+^ population (**Figure 1D**, upper panel). We further validated the RORγt^GFP^ and Foxp3^RFP^ reporters by sorting positive and negative populations and staining them with antibodies against RORγt and Foxp3 (**Supplementary Figure S1D**). Thus, inducing CD4^+^ cells with TGFβ and IL6 *in vitro* results in a significant population of DP RORγt^+^Foxp3^+^ cells. This *in vitro* system for the differentiation of double-positive cells allows us to quantitatively study the dynamics of the differentiation process. Using flow cytometry, we measured every six hours the percentages of cells in three distinct populations: single positive RORγt cells (SPR), single positive Foxp3 cells (SPF), and double positive cells expressing both transcription factors (DP). We found that under both Th17 and Treg conditions, cells began to elevate the level of RORγt within 12hr after they encountered TCR activation and TGFβ (**Supplementary Figure S1E**). The expression of Foxp3, however, was relatively delayed and occurred at 24-36hr. Under Treg condition, the expression of RORγt was transient and disappeared within the first two days of activation (<4% of the cells). The SPF population reached a peak of 80% after 66hr (**Figure 1E**) and was stably maintained throughout an extended culture of 7 days. In contrast, under Th17-inducing condition, the fraction of cells expressing RORγt increased monotonically, reaching its maximum level of 70-90% at approx. 30hr (**Supplementary Figure S1E**). The percentage of RORγt^+^ cells remained at this level until the end of the experiment on day 7. Here, the increase in Foxp3 resulted in a population of DP cells that was stable throughout the experiment and occurred at a significant percentage (10-45%; **Figure 1E**). Importantly, under the Th17 condition, all Foxp3^+^ cells were in the DP population, and we did not observe any SPF population. To determine the role of TGFβ in the emergence and long-term stability of the DP population, we activated T-cells and cultured them under alternative Th17-inducing conditions without TGFβ. Under these conditions, no DP population was detected after 72 hours (**Supplementary Figure S1F**). In contrast, when TGFβ was included, the DP population remained stable even after TGFβ was washed out and the cells were cultured for an additional four days (**Supplementary Figure S1G**). These findings indicate that while TGFβ is required for the initial emergence of the DP population, its maintenance is independent of continuous external TGFβ signaling. Overall, we have established a tissue culture model in which we can observe the emergence of a population of DP cells. The DP cells show transient dynamics when cultured in the presence of cytokines which favor the differentiation of Treg, and long-term stable dynamics in Th17-favoring conditions.

### DP cells show mixed transcriptional expression patterns with many genes parallel to SPR or SPF expression patterns, while others are uniquely regulated

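RNA from spleen T cells of dual-reporter mice was sequenced in 9 libraries, 3 each of SPR, DP and SPF cells, all sorted after 72 hours (3 days) of culture. SPR and DP cells came from the Th17 culture, with TGFβ at 5 ng/ml and IL6 at 20 ng/ml. SPF cells came from the Treg culture, with TGFβ at 10 ng/ml and IL2 at 5 ng/ml, so the sorted population, the added cytokines and the TGFβ dose differ together in every comparison with SPF. Foxp3 is the gene of a sorting reporter, so its level serves as a check of the library labels.

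The libraries were made by MARS-seq, which counts the 3′ ends of polyadenylated transcripts. The deposited values are raw counts per gene, for which the submitters' notes name cutadapt, STAR, SAMtools, HTSeq and the mm10 genome. How molecular identifiers and strand were used in the counting is not given in the sources used here, so genes that overlap a named gene are listed beside it. Total counts per library were 2323243 to 3759662 in SPR (median 2865978), 1495152 to 2447057 in DP (median 2377088) and 2149540 to 2204236 in SPF (median 2151895). These totals lie within the range of aligned reads that the paper states. Levels are given below as CPM, counts scaled to a common library total, as mean ± SD over the 3 libraries of a group, and a single count was worth 0.266 to 0.669 CPM.

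Of the genes counted, 9310 had more than 10 CPM in at least 1 library and were tested. Groups were compared on the counts of all 9 libraries with edgeR's quasi-likelihood test after TMM normalization, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. SPR and DP libraries with the same replicate number deviated together, and a fit of the same test to the SPR and DP libraries alone, with the replicate number as a block, was therefore added. This paired fit was chosen after the data were examined, and its values are named as paired. Genome positions are those of the GRCm38 (mm10) annotation.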

Having identified distinct patterns of RORγt and Foxp3 expression, we further aimed to characterize the full transcriptional differences between the populations using RNA-seq. We analyzed the transcriptional profile of the stable DP population that emerged under Th17 condition and compared it with the SPR and SPF populations generated under Th17 and Treg conditions, respectively. 

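Both populations of the Th17 culture carried transcripts that were nearly missing from SPF cells, and the reverse also held. Crispld2, which encodes a secreted protein, reached 83.2 ± 14.1 CPM (SD, n = 3) in SPR and 49.0 ± 3.94 CPM (SD, n = 3) in DP, against 2 counts over the 3 SPF libraries. That is 269-fold (95% counting interval 74.2 to 2230) and 158-fold (95% counting interval 43.4 to 1310) above SPF. Dhrs3, an enzyme that reduces retinal, stood at 32.7 ± 10.1 CPM (SD, n = 3) in SPF, with 3 counts over the SPR libraries and 5 over the DP libraries. Nod1, a sensor of bacterial peptidoglycan, was lower in DP than in SPF by a log2 fold change of -5.09 (SE 0.7, adjusted p = 0.00155 from edgeR). Crispld2 lies on chromosome 8 from 119992438 to 120052793, where Gm20388 overlaps it on the same strand and Gm15684 on the opposite strand. Dhrs3 lies on chromosome 4 from 144892827 to 144928209 and Nod1 on chromosome 6 from 54923949 to 54972612.

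Between SPR and SPF, edgeR called 1557 genes, 851 higher and 706 lower in SPR, of which 1047 differed by more than 2-fold. DP and SPF differed in 1278 genes, 703 higher and 575 lower in DP, of which 828 differed by more than 2-fold. Scaled by library totals alone, 65% of the DP and SPF calls were higher in DP, against 55% with TMM. In DP against SPR, the 9-library fit called 1 gene, the sorting reporter Foxp3, while 612 genes had an unadjusted p under 0.05 where 465.5 would be expected by chance. DESeq2 called 44 genes there, edgeR with the replicate block over all 9 libraries called 7, and the paired fit called 324, of which 183 were higher and 141 lower in DP and 163 differed by more than 2-fold. The paired fit called 147 genes with DESeq2 (94 higher and 53 lower in DP) and 346 when scaled by library totals alone (227 higher and 119 lower, 65.6% higher against 56.5% with TMM).

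The paired count was 130 without replicate 1 and 120 without replicate 3, and the 9-library count for DP and SPR was 2 without SPR replicate 1, 2 without SPR replicate 2, 6 without DP replicate 1 and 4 without DP replicate 2. The count for DP and SPF was 565 without DP replicate 2, 553 without SPF replicate 2 and, chosen after the data were examined, 114 without DP replicates 2 and 3 together, and that for SPR and SPF was 836 without SPR replicate 2 and 878 without SPF replicate 2.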

Analysis of differentially expressed genes revealed significant differences between all three populations (**Figure 2A**). In particular, the DP population differed in the expression of key genes from both SPR and SPF (**Figure 2B**). 

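DP cells shared the Th17-culture levels of several regulators, and in the paired fit differed from SPR cells in genes of a cytokine, a costimulatory receptor and a transcription factor. Il10, which encodes an anti-inflammatory cytokine, fell from 37.95 ± 11.95 CPM (SD, n = 3) in SPR to 14.3 ± 8.5 CPM (SD, n = 3) in DP and had 3 counts over the SPF libraries, so that DP was 31.9-fold above SPF (95% counting interval 10.6 to 158). Icos, a costimulatory receptor, was higher in DP (64.8 ± 22.1 CPM) than in both SPR (33.4 ± 4.44 CPM) and SPF (21.35 ± 5.21 CPM; SD, n = 3 each). Gata3, the transcription factor of Th2 cells that is also expressed in Treg cells, was 32.6 ± 12 CPM in SPR, 55.4 ± 19.7 CPM in DP and 174.8 ± 24.6 CPM in SPF (SD, n = 3 each).

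With pairing, the log2 fold change of DP against SPR was -1.50 for Il10 (SE 0.22, adjusted p = 0.00341 from edgeR), 0.88 for Icos (SE 0.169, adjusted p = 0.0176) and 0.72 for Gata3 (SE 0.16, adjusted p = 0.0327). Il10 was lower in 3 of 3 pairs, and the other genes were higher in 3 of 3 pairs. Without the block, in the 9-library fit, edgeR's adjusted p was 0.509 for Il10, 0.526 for Icos and 0.78 for Gata3. The Icos call was lost without pair 3 (adjusted p = 0.161 from edgeR), and the Gata3 call without pair 1 (0.154) and without pair 3 (0.133). Against SPF, DP was higher in Icos (log2 fold change 1.52, SE 0.286, adjusted p = 0.00737 from edgeR) and lower in Gata3 (-1.74, SE 0.323, adjusted p = 0.00708).

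Genes that DP cells held near the SPR level included Maf, a transcription factor that drives Il10 and Il21, and the nuclear receptor gene Rora. Maf was 172.6 ± 57.8 CPM in DP and 8.92 ± 3.04 CPM in SPF (SD, n = 3 each), a log2 fold change of 4.19 (SE 0.375, adjusted p = 0.000133 from edgeR), and Rora was higher in DP than in SPF by 2.13 (SE 0.214, adjusted p = 0.000219 from edgeR). Treg-associated genes that stayed low in DP were Cd72, a surface receptor also known from B cells, and the Ikaros-family factors Ikzf2 and Ikzf4. Their log2 fold changes against SPF were -4.07 (SE 0.297, adjusted p = 4.86e-05 from edgeR), -4.50 (SE 0.71, adjusted p = 0.00335) and -1.45 (SE 0.195, adjusted p = 0.00135). Ccr6, the receptor of the chemokine encoded by Ccl20, was 3.69 ± 0.906 CPM in SPR, 9.45 ± 2.26 CPM in DP and 7.59 ± 6.83 CPM in SPF (SD, n = 3 each) and was not called in the 9-library fit (adjusted p from edgeR 0.798 against SPR and 0.838 between DP and SPF) or in the paired fit (0.125, and 0.0196 without pair 2).

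Il10 lies on chromosome 1 from 131019845 to 131024974 and Icos on chromosome 1 from 60977927 to 61000320, where Gm37039 overlaps it. Gata3 lies on chromosome 2 from 9857078 to 9890034 and is overlapped by 9230102O04Rik and, on the opposite strand, by 4930412O13Rik and Gm13256. The gene of Maf, on chromosome 8 from 115682942 to 115707794, has the antisense gene Gm15655.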

Quantitatively, the comparison between SPR and SPF resulted in the largest number of differentially expressed genes, suggesting that the DP population has an intermediate transcriptional pattern. 

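Between SPR and SPF cells, the genes that differed included most of the Th17 list and a large part of the Treg list. Of 19 measured Th17 genes, 16 were higher in SPR and none was lower (18 higher when adjusted over the list alone). Il17f, a Th17 effector cytokine, was 282.2 ± 160.2 CPM in SPR and 5.19 ± 4.82 CPM in SPF (SD, n = 3 each), a log2 fold change of 5.72 (SE 0.739, adjusted p = 0.000671 from edgeR). Tgfb3, a TGFβ that Th17 cells make themselves, was higher in SPR by 6.36 (SE 0.376, adjusted p = 1.07e-05 from edgeR). Of 26 measured Treg genes, 10 were lower in SPR and 3 were higher (13 lower and 5 higher when adjusted over the list alone). Among the lower ones was the sorting reporter Foxp3, at -5.05 (SE 0.239, adjusted p = 2.18e-06 from edgeR), and Nrp1, a coreceptor of semaphorins, at -3.20 (SE 0.389, adjusted p = 0.000543).

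Genes of the TGFβ response, in cultures whose TGFβ dose also differed, were lower in SPR in 8 of 16 cases and higher in 3 (8 lower and 3 higher when adjusted over the list alone). The receptor gene Tgfbr1 was lower by a log2 fold change of -1.66 (SE 0.195, adjusted p = 0.000445 from edgeR) and the inhibitor of DNA binding Id3 by -2.28 (SE 0.246, adjusted p = 0.000258). Of 15 genes of the IL-6 and STAT3 response, 8 were higher and 1 lower in SPR (10 higher and 2 lower when adjusted over the list alone). The lower one was Il6st, the signalling subunit of the IL6 receptor, and its call was lost without SPR replicate 2 (adjusted p = 0.0512 from edgeR). Of 19 glycolysis genes, 5 were higher and none lower (8 higher when adjusted over the list alone), among them the hexokinase gene Hk1 (log2 fold change 0.95, SE 0.179, adjusted p = 0.00541 from edgeR), which the antisense gene Hk1os overlaps.

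By camera, a competitive gene set test of limma with a preset correlation of 0.01, the Th17 list was higher in SPR (adjusted p = 4.92e-31 from limma, and adjusted p = 0.00581 with an estimated correlation). The calls of the other lists were lost with an estimated correlation: Treg (adjusted p = 4.42e-05, 0.00292 without the sorting reporter Foxp3, and adjusted p = 0.112 with an estimated correlation, all from limma), TGFβ response (0.00386 and 0.148), IL-6 and STAT3 response (8.37e-05 and 0.0928) and glycolysis (0.00842 and 0.522). From the number of differentially expressed genes, which was largest between SPR and SPF, the paper proposes that the DP population has an intermediate transcriptional pattern.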

Comparing SPR or SPF to the DP population, SPR showed fewer differentially expressed genes. This finding is consistent with the fact that DP and SPR have emerged from the same Th17 culture conditions. 

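In the paired fit of DP and SPR cells, which came from the same Th17 culture, DP cells had more Tcea3, a transcription elongation factor (30.4 ± 6.75 against 1.71 ± 1.58 CPM in SPR), and more Prg4, a secreted proteoglycan (38 ± 17.6 against 5.45 ± 1.42 CPM; SD, n = 3 each). Nos2, the inducible nitric oxide synthase, was lower in DP (5.77 ± 1.82 against 25.6 ± 14.4 CPM), as was Gipr, the receptor of an incretin hormone (48.9 ± 24.6 against 155 ± 60.1 CPM; SD, n = 3 each). The log2 fold changes were 4.15 for Tcea3 (SE 0.399, adjusted p = 0.000227 from edgeR), 2.71 for Prg4 (SE 0.245, adjusted p = 0.000173), -2.06 for Nos2 (SE 0.307, adjusted p = 0.00386) and -1.75 for Gipr (SE 0.153, adjusted p = 0.000172). Each kept its call without any 1 pair, and none was called in the 9-library fit, where edgeR's adjusted p was 0.27, 0.0732, 0.468 and 0.46. The mitochondrial-encoded ribosomal RNA mt-Rnr2 was uneven among the DP libraries, with 67.31, 571.7 and 1712 CPM in DP replicates 1, 2 and 3 against 61.41, 24.97 and 32.72 CPM in the SPR replicates. Its paired call (log2 fold change 3.60, SE 0.844, adjusted p = 0.039 from edgeR) was lost without pair 3 (0.164) and with DESeq2 (0.144), and in the 9-library fit its adjusted p was 0.27 from edgeR and 0.00687 from DESeq2.

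With the fold threshold of 2 that the paper gives and an unadjusted p under 0.05 in the paper's 2-sample test on log2 values, 122 genes separated DP from SPR (93 higher and 29 lower in DP), 895 separated DP from SPF (612 higher and 283 lower) and 1024 separated SPR from SPF (650 higher and 374 lower in SPR). Tcea3 lies on chromosome 4 from 136247729 to 136274898, Nos2 on chromosome 11 from 78920787 to 78960254, Gipr on chromosome 7 from 19156061 to 19166127, and Prg4 on chromosome 1 from 150449412 to 150466165, where Tpr overlaps it on the opposite strand.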

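Gene expression in DP cells was closest to that in SPR cells, and the distance to SPF cells was slightly smaller for DP than for SPR. Across the tested genes, Spearman's correlation of the group means of log2(CPM + 1) was 0.975 between SPR and DP, 0.912 between DP and SPF and 0.899 between SPR and SPF. Between single libraries of different groups it ranged from 0.911 to 0.966 for SPR and DP, from 0.818 to 0.915 for DP and SPF, and from 0.804 to 0.910 for SPR and SPF. Within a group it was 0.941 to 0.966 in SPR, 0.940 to 0.957 in DP and 0.907 to 0.946 in SPF. With SPR and DP libraries matched by replicate number, a comparison chosen after the data were examined, the correlation with the same SPF library was higher for DP in 9 of 9 cases, by 0.0048 to 0.0209. These 9 cases reuse 3 pairs and 3 SPF libraries and are not independent. On the first principal component, which held 53.9% of the variance, SPR replicates 1, 2 and 3 lay at -22.97, -44.63 and -25.71, DP replicates at -15.77, -37.89 and -16.37, and SPF libraries at 32.9 to 67.6. These correlations are across genes, which are not independent replicates.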

Quantifying the full correlation between gene expression across the three populations showed a similar structure, with the DP population having an intermediate expression pattern, showing higher similarity to the SPR population than to the SPF population (**Supplementary Figure S2A**).

**Figure 2:**
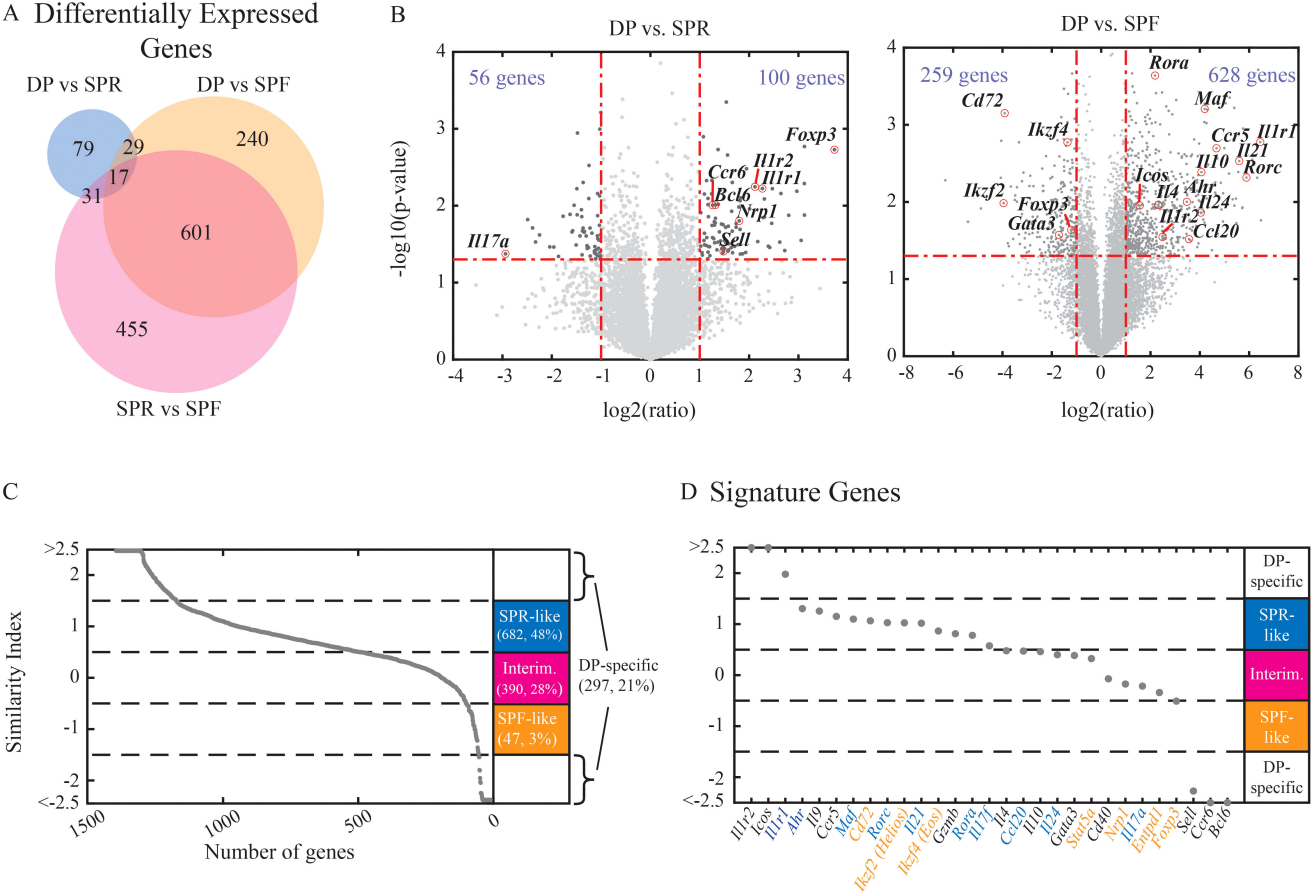
DP cells have a mixed RNA expression profile with reduced immune effector function. Naive cells were activated in the presence of Th17 or Treg-inducing conditions for 3 days and were sorted into SPR (single positive Rorγt^+^, Th17 condition), DP (double positive Rorγt^+^Foxp3^+^, Th17 condition), and SPF (single positive Foxp3^+^, Treg condition) populations. Bulk RNA was extracted for each sample and used for the construction of the RNA-seq library. **(A)** Venn diagram showing the number of differentially expressed genes between each pair of populations (fold change above 2 and Pv<0.5, a total of 1416 genes). **(B)** Volcano plots emphasize changes in specific genes while comparing DP vs. SPR (left) or DP to SPF (right). **(C-D)** Similarity index between DP to the other populations was calculated. Genes with indices between -1.5 to -0.5 were labeled as “SPF-like” (red), -0.5 to 0.5 as “intermediate” (pink), and 0.5 to 1.5 as “SPR-like” (blue). Genes below -1.5 and above 1.5 are considered to show distinct expression patterns in DP cells. **(C)** All differentially expressed genes were sorted by their similarity indices. **(D)** Immune related genes were sorted by their similarity indices (Th17- and Treg-related genes names in blue and red, respectively). An average of three independent biological repeats is presented for each sample.

We then focused on the differentially expressed genes between the DP population and either the SPR or SPF populations. We quantified the expression level of each gene compared to its expression in either of the single positive populations. To do that, we calculated a similarity index where an index of 1 reflects expression levels similar to the SPR population, and an index of -1 reflects expression levels similar to the SPF population (see Materials and Methods). The DP population showed mixed expression patterns across all differentially expressed genes, where 48% of the genes had similar levels to the SPR population (**Figure 2C**). However, while both DP and SPR populations were exposed to the same culture conditions, many genes showed a distinct expression pattern in the DP population: approx. 30% of the genes showed expression at an intermediate level between SPR and SPF, while approx. 20% of the genes were up- or down-regulated in relation to both SPR and SPF, thus resulting in a distinct expression pattern that is unique to the DP population.

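The genes that DP cells kept at the SPR level covered regulators that were high in the Th17 culture and others that were high in SPF cells. With an index of 1 at the SPR level and -1 at the SPF level, computed from the group means of log2(CPM + 1), Maf stood at 1.10 (range 0.98 to 1.26 when each library was left out in turn) and Rora at 0.779 (0.696 to 0.887), both higher in SPR than in SPF. Cd72 at 1.06 (0.963 to 1.21) and Ikzf4 at 0.866 (0.729 to 1.01) were low in SPR and DP alike. Of the 1317 genes past the paper's fold and p thresholds in at least 1 comparison, 671 (50.9%) had an index from 0.5 to 1.5 and were SPR-like. In 432 of them DP lay above the midpoint of SPR and SPF, and in 239 below it. Of these 671 genes, the paired fit of edgeR called 18 between DP and SPR.

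Only 25 genes (1.9%) had an index from -1.5 to -0.5 and were SPF-like, the sorting reporter Foxp3 among them at -0.50 (-0.571 to -0.417), which is at the border to the intermediate class. The paired fit called 15 of the 25 between DP and SPR. Without DP replicate 2, the SPF-like share was 3.49%.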

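Intermediate genes included cytokines of the Th17 culture that were lower in DP than in SPR, such as Il10 (index 0.388, range 0.211 to 0.548 when each library was left out in turn), and genes of the Treg culture, such as Gata3 (0.389, 0.116 to 0.613). Outside the range of both populations stood the costimulatory receptor gene Icos (index 3.79, range 2.97 to 5.15). The index of the transcription factor gene Bcl6 was -2.98 and ranged from -12.5 to -1.3. In all, 357 of 1317 genes (27.1%) had an index from -0.5 to 0.5, and 264 (20%) lay above 1.5 or below -1.5, with DP above the midpoint in 211 of these and below it in 53. The genes outside the range differed less between SPR and SPF (median absolute log2 difference 0.805) than the SPR-like genes did (1.63), and this difference is the divisor of the index.

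A test of the same pattern asks whether a gene was called in DP against both SPR and SPF in the same direction. With the 9-library fit of edgeR no gene was called above both or below both, with 146 and 47 genes at an unadjusted p under 0.05 in both comparisons, and DESeq2 gave 19 above and 1 below. With the paired fit for DP against SPR, 58 genes were above both and 6 below both, 14 lay above SPR and below SPF, and 54 lay below SPR and above SPF. Among the genes above both were Gbp2, an interferon-induced GTPase (360.9 ± 204.2 CPM in SPR, 1125 ± 694.5 in DP and 84.6 ± 112.6 in SPF; SD, n = 3 each), Pou2af1, a coactivator of transcription known from B cells and Tfh cells, and Klrd1, a receptor chain of NK cells. Gbp2 was higher in DP than in SPR by a log2 fold change of 1.58 (SE 0.139, adjusted p = 0.000172 in the paired fit of edgeR, 0.809 in the 9-library fit), and than in SPF by 3.67 (SE 0.896, adjusted p = 0.0232 from edgeR, lost without DP replicate 1 and without SPF replicate 2, at most 0.0737). Against SPR, the paired calls were lost without pair 3 for Pou2af1 (adjusted p = 0.061 from edgeR) and Klrd1 (0.143), and in the 9-library fit of edgeR the adjusted p was 0.563 for Pou2af1 and 0.279 for Klrd1.

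Both comparisons use the same DP libraries. Independent lists of the same sizes would share 13.8 genes above both, 8.71 below both, 11.3 above SPR and below SPF, and 10.6 below SPR and above SPF. Groups simulated without any change in any comparison shared 0 genes in each of 20 draws, a value that leaves out all differences between the populations. In a simulation added after the data were examined, with DP means equal to the SPR means and SPF means as observed, 76 to 98 genes were above both and 70 to 91 below both at an unadjusted p under 0.05 in the 9-library fit (20 draws), beside the 146 and 47 observed. These draws gave 1995 to 2130 calls between DP and SPF, more than the 1278 observed. The 3 DP libraries cannot be split into parts of at least 2. Part of the excess above both (58 against 13.8) may therefore still come from the shared libraries. A shared deviation of the DP libraries moves both comparisons in the same direction. It would not add to the 54 genes below SPR and above SPF or the 14 above SPR and below SPF. For these patterns, the same draws gave 19 to 45 and 12 to 32 genes at an unadjusted p under 0.05 in the 9-library fit, beside 92 and 34 observed. Mitochondrial-encoded transcripts reached 2872 and 5214.2 CPM in DP replicates 2 and 3, against 206.1 to 576.2 CPM in the other libraries.

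**Figure D1:**
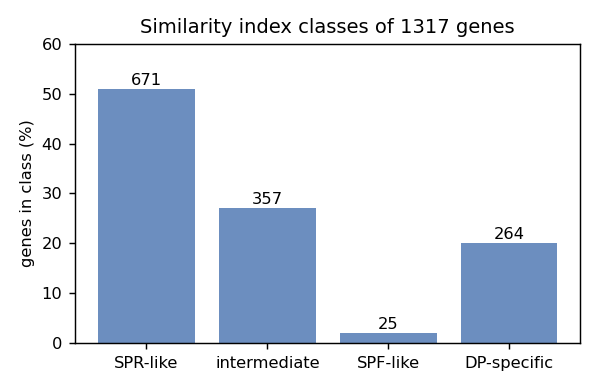
Percent of the 1317 genes past the paper's thresholds in each class of the similarity index (y axis), with the number of genes printed above each bar, from 671 SPR-like to 25 SPF-like genes.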

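DP cells kept genes of the Th17 programme near the SPR level, far above SPF cells. Ahr, a receptor for aryl hydrocarbons that promotes Th17 responses, was 131.9 ± 24.9 CPM in DP, 95.1 ± 9.02 CPM in SPR and 12.4 ± 5.89 CPM in SPF (SD, n = 3 each). Il21, a cytokine of Th17 and Tfh cells, was 44.1 ± 16.8 CPM in DP and 40.2 ± 3.24 CPM in SPR (SD, n = 3 each), with 4 counts over the SPF libraries. Of 19 measured Th17 genes, 15 were higher in DP than in SPF and none was lower (18 higher when adjusted over the list alone). The effector cytokine gene Il17a was among the 4 that did not pass, with 15 counts over the DP libraries against 1 over the SPF libraries (15.4-fold, 95% counting interval 2.38 to 650, adjusted p = 0.128 from edgeR).

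Against SPF, the log2 fold change was 3.33 for Ahr (SE 0.295, adjusted p = 0.000131 from edgeR) and 5.98 for Il21 (SE 0.559, adjusted p = 0.000154). Against SPR it was 0.42 for Ahr (SE 0.249, adjusted p = 0.844 from edgeR) and 0.08 for Il21 (SE 0.332, adjusted p = 1). The similarity index was 1.31 for Ahr and 1.02 for Il21. As a set, the Th17 list was higher in DP than in SPF by camera (adjusted p = 2.57e-33 from limma, and adjusted p = 0.00296 with an estimated correlation).

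Ahr lies on chromosome 12 from 35497974 to 35535038 (antisense gene Gm48236) and Il21 on chromosome 3 from 37222759 to 37232636 (antisense gene Gm12534).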

The DP population expressed high levels of Th17-associated genes like Rorc, Ahr, and Il21 (**Figures 2B, D**). Simultaneously, the expression of the Th17-associated effector cytokines Il17a and Il24 and the chemokine Ccl20 were downregulated in the DP population compared with SPR (**Figures 2B, D**). 

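The transcripts of these effector genes were lower in DP than in SPR in each of the 3 pairs, and Il17f and Basp1, a membrane-associated signalling protein of the same list, fell with them. Il17a was 17.5 ± 13.2 CPM in SPR and 2.22 ± 2.37 CPM in DP (SD, n = 3 each). Il24, a cytokine of the IL-10 family, was 57.6 ± 37.1 CPM in SPR, 16.4 ± 8.86 CPM in DP and 0.771 ± 0.969 CPM in SPF (SD, n = 3 each). Ccl20, the chemokine that attracts cells with Ccr6, was 19.3 ± 10 CPM in SPR and 9.2 ± 7.61 CPM in DP (SD, n = 3 each), with 2 counts over the SPF libraries. Il17f was 110.6 ± 64.2 CPM in DP (SD, n = 3). Of the whole list, 6 of 19 measured Th17 genes were lower in DP than in SPR in the paired fit, 1 was higher and 12 did not pass the test (6 lower and 3 higher when adjusted over the list alone), while in the 9-library fit none of the 19 passed (2 lower and 1 higher when adjusted over the list alone).

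The log2 fold change of DP against SPR in the paired fit was -3.08 for Il17a (SE 0.405, adjusted p = 0.00186 from edgeR), -1.83 for Il24 (SE 0.184, adjusted p = 0.00027), -1.41 for Il17f (SE 0.148, adjusted p = 0.000326), -1.05 for Basp1 (SE 0.159, adjusted p = 0.00435) and -1.19 for Ccl20 (SE 0.294, adjusted p = 0.0486). In the 9-library fit of edgeR none of these passed, with adjusted p = 0.468 for Il17a, 0.468 for Il24, 0.693 for Il17f, 0.834 for Basp1 and 0.845 for Ccl20. The Ccl20 call was lost without pair 1 (adjusted p = 0.284 from edgeR) and without pair 3 (0.143), while those of Il17a, Il24, Il17f and Basp1 stayed below 0.05 without any 1 pair. As a set, the Th17 list was lower in DP in the paired fit (camera adjusted p = 0.00115 from limma, and adjusted p = 0.475 with an estimated correlation) and did not pass in the 9-library fit (0.247).

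Against SPF, Il24 was higher in DP by a log2 fold change of 4.27 (SE 0.827, adjusted p = 0.00847 from edgeR) and Il17f by 4.33 (SE 0.727, adjusted p = 0.00434), while Il17a (0.128) and Basp1 (0.0611) did not pass. Ccl20 was 33.5-fold above SPF (95% counting interval 8.9 to 282, adjusted p = 0.0193 from edgeR), a call that was lost without DP replicate 2 (0.0761) and without SPF replicate 2 (0.0746). The similarity index was -0.343 for Il17a (range -0.64 to -0.1 when each library was left out in turn), 0.325 for Il24 (0.169 to 0.466) and 0.39 for Ccl20 (0.0854 to 0.756). For Il17f it was 0.543 (0.395 to 0.664), just inside the SPR-like class, although the paired fit called this gene lower in DP.

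These genes share chromosome 1, with Il17a from 20730905 to 20734496, Il17f from 20777146 to 20790617, Il24 from 130882074 to 130887454 and Ccl20 from 83116766 to 83119167.

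**Figure D2:**
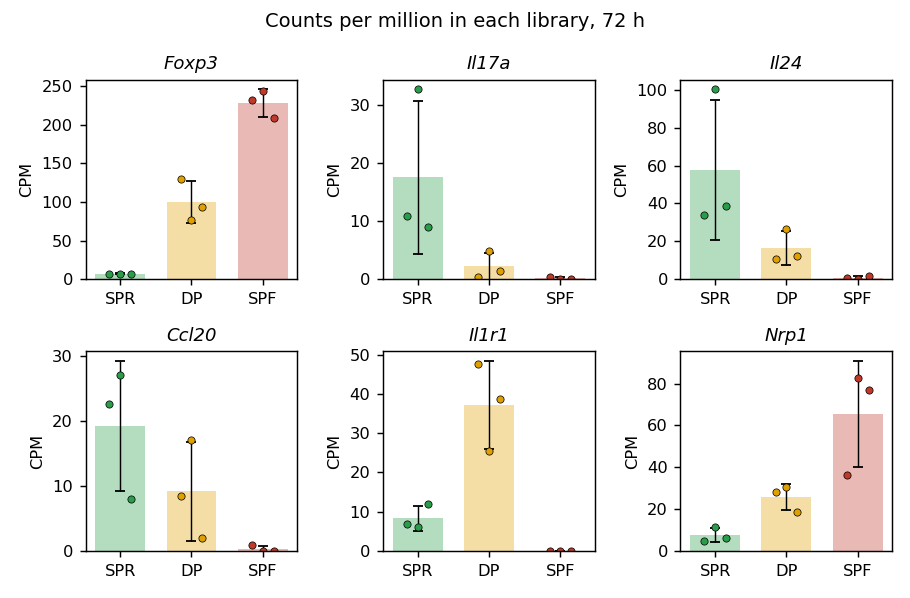
CPM of 6 genes in each library of SPR, DP and SPF cells (y axis, 1 panel per gene), with bars at the mean of 3 libraries and error bars of 1 SD. In the panel of Il24 the means are 57.6 in SPR, 16.4 in DP and 0.771 in SPF.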

We further confirmed a corresponding reduction at the protein level of IL17A using flow cytometry (**Supplementary Figure S2B**). Since IL17 is involved in inducing and mediating proinflammatory responses (1), our data suggests that the DP population may not act as an effector Th17. 

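Il1r1, the signalling receptor of IL-1, was 37.2 ± 11.2 CPM in DP cells and 8.32 ± 3.19 CPM in SPR cells (SD, n = 3 each), and had no count in the SPF libraries. Il1r2, the decoy receptor that binds IL-1 without signalling, was 4.92 ± 1.79 CPM in DP, 0.669 ± 0.279 CPM in SPR and 0.62 ± 0.537 CPM in SPF (SD, n = 3 each). Both were higher in DP than in SPR in 3 of 3 pairs. Of 16 measured genes of the IL-1 family pathway, 2 rose in DP over SPR in the paired fit and none fell (4 higher when adjusted over the list alone), and none passed in the 9-library fit (1 higher when adjusted over the list alone). The other gene besides Il1r1 was Nfkbia, an inhibitor of NF-κB (log2 fold change 0.61, SE 0.136, adjusted p = 0.0332 from edgeR, lost without pair 1 at 0.16 and without pair 3 at 0.136, and 0.906 in the 9-library fit).

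For Il1r1, the log2 fold change of DP against SPR was 2.11 in the paired fit (SE 0.249, adjusted p = 0.000739 from edgeR), a call kept without any 1 pair, and 2.07 in the 9-library fit (SE 0.367, adjusted p = 0.222 from edgeR, and 0.00244 from DESeq2). From the counts summed over the libraries of a group (233 in DP and 79 in SPR), DP was at least 80-fold above SPF and SPR at least 19.1-fold, against a floor of 3 counts over the SPF libraries. Il1r2 lay below the filter of 10 CPM. In a fit of all genes without that filter, chosen for this gene after the data were examined, its log2 fold change was 2.71 against SPR (SE 0.775, adjusted p = 0.0456 from edgeR), 2.75 with pairing (SE 0.705, adjusted p = 0.00519), and 2.82 against SPF (SE 0.833, adjusted p = 0.00987). The paired call of Il1r2 was lost without pair 1 (adjusted p = 0.255 from edgeR) and without pair 3 (0.123). Without the filter, far more genes passed: 211 between DP and SPR over 9 libraries against 1 with it, and 646 against 324 with pairing. In the paired fit of edgeR, the adjusted p of the unevenly expressed mt-Rnr2 moved from 0.039 to 3.52e-66. Adjusted p without the filter are therefore not comparable with those of the filtered fits.

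As a set, the IL-1 list was higher in DP than in SPR by camera, with an adjusted p of 0.000177 from limma in the 9-library fit (adjusted p = 0.141 with an estimated correlation) and 6.84e-05 in the paired fit (adjusted p = 0.389 with an estimated correlation). Against SPF, 3 of its genes were higher in DP and 1 was lower (4 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.24 from limma). Il1r1 lies on chromosome 1 from 40225080 to 40317257, with Gm38070 on the same strand. Il1r2 lies on chromosome 1 from 40074079 to 40125231, where Gm37347 overlaps it on the same strand and Gm16894 on the opposite strand.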

Interestingly, the DP population significantly upregulated genes participating in the IL1 signaling pathway, including the activation receptor IL1R1 and the decoy receptor IL1R2 (**Figure 2D**; **Supplementary Figure S2B**). In agreement with transcriptional differences in the IL1 signaling pathways, IL-1 induces an opposite effect on the expression of IL23R, a key target of the IL1 pathways (**Supplementary Figure S2C**). The DP population also showed high expression of several Treg-associated genes, including Foxp3 and Nrp1 (**Figure 2D**). 

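Foxp3, the master regulator of Treg cells and a sorting reporter, was 100.3 ± 27 CPM in DP, between 7.01 ± 0.542 CPM in SPR and 228.2 ± 18.1 CPM in SPF (SD, n = 3 each). Nrp1, a surface coreceptor found on many Treg cells, was 25.9 ± 6.29 CPM in DP, 7.4 ± 3.34 CPM in SPR and 65.4 ± 25.4 CPM in SPF (SD, n = 3 each). In the paired fit, 8 of 26 measured Treg genes were higher in DP than in SPR and 2 were lower (9 higher and 2 lower when adjusted over the list alone), while in the 9-library fit Foxp3 alone was called (4 higher when adjusted over the list alone). Gpr83, a G protein-coupled receptor of Treg cells, rose with them (87.7 ± 41.7 CPM in DP and 30.4 ± 17 CPM in SPR; SD, n = 3 each), and Tnfrsf9, a costimulatory receptor of the TNF family, fell (40.7 ± 24.5 CPM in DP and 126.6 ± 68.3 CPM in SPR; SD, n = 3 each). Compared with SPF, 9 Treg genes were lower in DP and 1 was higher (10 lower and 2 higher when adjusted over the list alone).

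DP exceeded SPR in Foxp3 by a log2 fold change of 3.78 in the 9-library fit (SE 0.234, adjusted p = 5.28e-05 from edgeR) and lay below SPF by -1.26 (SE 0.193, adjusted p = 0.00294). For Nrp1 the difference from SPR was 1.78 in the paired fit (SE 0.275, adjusted p = 0.00464 from edgeR, and 0.0509 without pair 1) and 1.79 in the 9-library fit (SE 0.396, adjusted p = 0.27 from edgeR, and 0.0117 from DESeq2). Its difference from SPF was -1.41 (SE 0.352, adjusted p = 0.0252 from edgeR), a call lost without DP replicate 1, DP replicate 2, DP replicate 3 or SPF replicate 2 (at most 0.0972). Gpr83 rose by 1.51 (SE 0.154, adjusted p = 0.000276 in the paired fit of edgeR, 0.474 in the 9-library fit) and Tnfrsf9 fell by 1.69 (SE 0.15, adjusted p = 0.000172 in the paired fit of edgeR, 0.61 in the 9-library fit).

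Il2ra, which encodes CD25, was 225.3 ± 68.6 CPM in SPR, 365.8 ± 115.9 CPM in DP and 142.8 ± 84 CPM in SPF (SD, n = 3 each). It was called in the paired fit (log2 fold change 0.65, SE 0.15, adjusted p = 0.0376 from edgeR, 0.834 in the 9-library fit) but not without pair 1 (0.214) or pair 3 (0.082). Tnfrsf18, which encodes GITR, was 715.6 ± 163.5 CPM in SPR, 591.7 ± 15.8 CPM in DP and 452.9 ± 145.5 CPM in SPF (SD, n = 3 each) and passed no comparison (paired adjusted p = 0.392 from edgeR). The Treg list includes Foxp3, on which DP and SPR cells were sorted. With Foxp3, the list was higher in DP than in SPR by camera in the 9-library fit (adjusted p = 0.00092 from limma, and adjusted p = 0.198 with an estimated correlation) and in the paired fit (0.000372, and adjusted p = 0.475 with an estimated correlation). Without Foxp3, a setting added after the data were examined, it passed in neither, with an adjusted p of 0.247 from limma in the 9-library fit and 0.0786 in the paired fit, and the mean log2 fold change in the paired fit was 0.112 (0.253 with Foxp3) and the median -0.061. Against SPF the list was lower in DP (camera adjusted p = 0.00403 from limma, 0.00989 without Foxp3, and adjusted p = 0.188 with an estimated correlation).

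Foxp3 lies on chromosome X from 7573644 to 7595245, where Flicr overlaps it on the same strand and Ccdc22, Gm36995 and Ppp1r3f on the opposite strand. Nrp1 lies on chromosome 8 from 128358604 to 128503363 (overlapping gene Mir1903), Il2ra on chromosome 2 from 11642807 to 11693193 (overlapping gene Gm37881) and Tnfrsf18 on chromosome 4 from 156026164 to 156028895.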

Our findings are in agreement with a recent study on *in vivo* double-positive Rorγt^+^Foxp3^+^ cells, showing a mixed transcriptional phenotype with low expression of Th17 signature cytokines (Microarray results of Il17A, Il17F, and Il21) accompanied with high expression of several Treg-associated genes (CD25, GITR (14);). Moreover, Yang et al. revealed a significant regulatory capacity using adoptive transfer of the DP cells in the context of T cell transfer colitis (14). Accordingly, using a standard *in-vitro* suppression assay, we have confirmed that DP cells grown *in vitro* under the Th17 condition can suppress the proliferation of other T cells (**Supplementary Figures S2D, E**). 

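Beside the Th17 cytokines and Treg genes, the paired fit called single genes of other lists between DP and SPR cells, none of which was called in the 9-library fit. Il6st, the signalling subunit of the IL6 receptor, was 58.5 ± 10.8 CPM in SPR and 181.3 ± 67.2 CPM in DP (SD, n = 3 each). Of 15 genes of the IL-6 and STAT3 response, 4 were higher in DP in the paired fit and none was lower (6 higher when adjusted over the list alone, 1 in the 9-library fit). Of 11 genes of follicular helper T (Tfh) cells, 4 were higher and none lower (6 higher when adjusted over the list alone, 3 in the 9-library fit), among them Slamf6, a receptor of the SLAM family (53.8 ± 30.3 CPM in SPR and 119.8 ± 32.7 CPM in DP; SD, n = 3 each). Of 15 genes of naive and recirculating T cells, 4 were higher, with Klf3, a Krüppel-like factor, among them, and 2 were lower (4 higher and 3 lower when adjusted over the list alone, 1 higher and none lower in the 9-library fit). None of 7 measured co-inhibitory receptor genes, such as Ctla4 and Lag3, was called by edgeR in the paired fit or the 9-library fit (0 also when adjusted over the list alone).

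In the paired fit, the log2 fold change of DP against SPR was 1.55 for Il6st (SE 0.146, adjusted p = 0.000212 from edgeR), 1.21 for Slamf6 (SE 0.19, adjusted p = 0.00515) and 1.14 for Klf3 (SE 0.156, adjusted p = 0.00229), each kept without any 1 pair. Bcl6, the transcription factor that directs Tfh cells, rose by 1.30 (SE 0.257, adjusted p = 0.0204 from edgeR), a call lost without pair 1 (0.115) and without pair 3 (0.0593). In the 9-library fit of edgeR the adjusted p was 0.0879 for Il6st, 0.651 for Slamf6, 0.637 for Klf3 and 0.561 for Bcl6. By camera in the paired fit, the IL-6 and STAT3 list was higher (adjusted p = 2.16e-06 from limma, and adjusted p = 0.454 with an estimated correlation), as was the Tfh list (5.05e-06, and adjusted p = 0.389 with an estimated correlation). The naive and recirculation list (0.202) and the co-inhibitory list (0.395) did not pass. In the 9-library fit the camera adjusted p from limma was 7.23e-05 for the IL-6 and STAT3 list (adjusted p = 0.141 with an estimated correlation) and 0.000177 for the Tfh list (adjusted p = 0.198 with an estimated correlation).

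Further members of the Treg list that the paired fit called were Lrrc32, Entpd1 and Ebi3. Lrrc32, which encodes GARP and tethers latent TGFβ, was 106.3 ± 25 CPM in SPR and 203.1 ± 15.5 CPM in DP, and Entpd1, which encodes the ectonucleotidase CD39, was 14.9 ± 7.11 CPM in SPR and 31.2 ± 11 CPM in DP (SD, n = 3 each). Ebi3, a subunit of IL-27 and IL-35, was 28.2 ± 10.7 CPM in SPR and 16.2 ± 6.36 CPM in DP (SD, n = 3 each). The paired fit called Lrrc32 (log2 fold change 0.91, SE 0.163, adjusted p = 0.0113 from edgeR), Entpd1 (1.04, SE 0.213, adjusted p = 0.0243) and Ebi3 (-0.85, SE 0.207, adjusted p = 0.0445). These calls depended on single pairs: without pair 1 and without pair 3 the adjusted p from edgeR was 0.0926 and 0.0852 for Lrrc32 and 0.0839 and 0.155 for Entpd1, and without pair 1, 2 or 3 it was 0.137, 0.102 and 0.171 for Ebi3. Without the block, in the 9-library fit, it was 0.83 for Lrrc32, 0.693 for Entpd1 and 0.833 for Ebi3.

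Il6st lies on chromosome 13 from 112464070 to 112510086 and Lrrc32 on chromosome 7 from 98489283 to 98502181. Slamf6, on chromosome 1 from 171917515 to 171953170, has the antisense gene Gm37065.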

Overall, the DP population shows marked differences from SPR in the expression of genes with effector function and an increase in properties related to an inhibitory function.

### RORγt and Foxp3 exhibit distinct and independent temporal dynamics

Using flow cytometry, we established the existence of the DP population. However, this data cannot determine the differentiation kinetics of the double-positive population. In particular, the initial population contained ~6% of Foxp3^+^ cells (**Figures 1D, E**), raising the possibility that some DP cells could originate from this non-naive population. Determining the DP population’s origin and kinetics requires a continuous analysis of the differentiation process. To do that, we utilized the micro-well array (MWA) (28, 29), where naïve CD4+ T cells are seeded in PDMS micro-wells (28, 29) with activation microbeads in the presence of Th17 or Treg conditions. This allowed us to monitor the cells continuously for over 2 days using a fluorescent microscope (**Figure 3A**). We note that the micro-well analysis has several key differences compared with a flow cytometry analysis. Most significantly, in the MWA, we analyze the fluorescence within each well. This allows us to follow the specific dynamics continuously and determine the complete history throughout the differentiation process. However, this analysis is done for the entire well, which generally represents an individual clone emerging from the naive cell, but not a single cell. This can affect the measured frequency of subpopulation compared with a flow analysis due to variability in death and proliferation. Another difference is the lower culture density, as cells are initially plated at an average density of a single cell per micro-well. This is a general issue for studying single cells, however, using MWA, we still allow cells to exchange signaling molecules such as cytokines as all cells share the same media. Despite these differences, we were able to use the MWA and found that the T cells grew and divided during the experiment and that clones remained within the micro-well. Overall, using the micro-well assay, we were able to follow the differentiation dynamics at a single-colony resolution for RORγt and Foxp3 expression across 378 clones during 52hr of differentiation.

**Figure 3:**
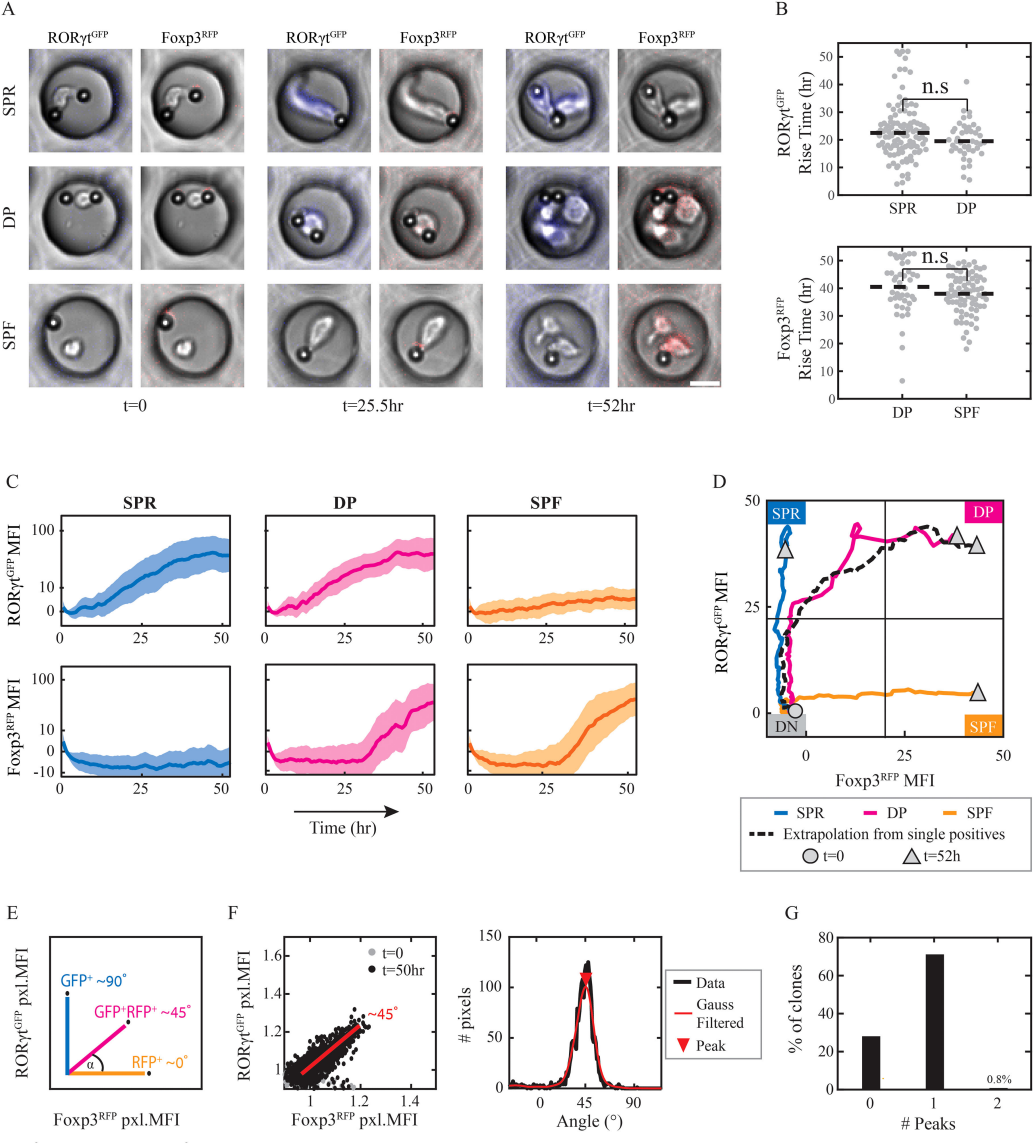
RORγt and Foxp3 expression dynamics arise at distinct timescales. Naïve CD4^+^ T cells were plated in micro-wells, supplemented with differentiating cytokines and monitored under the microscope for 52hr. Analysis was done on micro-wells with 1 cell and at least 1 activation bead at the beginning of the experiment. **(A)** Images of representative micro-wells on t=0,25.5,52hr: elevation of RORγt^GFP^ level in SPR cells under Th17 condition (top), of both RORγt^GFP^ and Foxp3^RFP^ levels in DP cells under Th17 condition (middle) or of Foxp3^RFP^ level in SPF cells under Treg condition (bottom). Scale bar, 10*μ*m. Blue, RORγt^GFP+^ pixels; Red, Foxp3^RFP+^ pixels. **(B)** Fluorescence rise time above response threshold of RORγt^GFP^ in SPR and DP clones under Th17 condition (top); and of Foxp3^RFP^ in DP clones under Th17 condition and in SPF clones under Treg condition (bottom). Dashed line, median values. A two-samples t-test was calculated for all presented pairs, Pv>0.05. Each dot represents one micro-well. **(C)** Fluorescence intensity over time of RORγt^GFP^ (upper panel) and Foxp3^RFP^ (lower panel) in SPR and DP clones under Th17 condition (left and middle, respectively) and SPF clones under Treg condition (right). A median of data is shown ± std. **(D)** Median values of traces of SPR, DP, and SPF clones drawn in the space of RORγt (y-axis) vs. Foxp3 (x-axis). Extrapolation of median values of RORγt in SPR clones vs. median values of Foxp3 in SPF clones over time is shown as a dashed line. Circular node, t=0; triangle, t=52hr. **(E)** Expected pixel angles between RORγt^GFP^ (90°) and Foxp3^RFP^ (0°) depending on fluorescence signals in 3 putative pixels. **(F)** Pixel fluorescent intensity angles in one representative DP clone: pixel angles on t=0,52hr (left); distribution of pixel angles over last 5 time frames, with Gaussian filtering and maxima local peak (red triangle) at ~45° (right). Each dot represents one pixel. **(G)** Percentages of micro-wells showing either 0,1 or 2 angles’ peaks at the last 5 time frames. The presented data is from one representative experiment out of two.

To make sure we follow a complete differentiation process, we aimed to start with only cells in the naive state. We reduced initial variability by using naive CD4^+^ T cells that were extracted using a stricter extraction kit (see Materials and Methods), resulting in 97% Rorγt-Foxp3- cells (**Supplementary Figure S3A**). Furthermore, we included in our analysis only wells that were verified to have a single cell with no fluorescence in either channel at the initiation of the time-lapse experiment. We then followed the expression of the two transcription factors at 30-minute intervals and extracted the overall total fluorescence signal in the well across time in both the GFP (RORγt) and RFP (Foxp3) channels (see examples for clones in **Supplementary Figure S3B**).

To determine the differentiation outcome of each clone, we set a response threshold according to the levels of signal in naive cells at the beginning of the experiment. Rise time above this threshold enabled classification into SPR, SPF, or DP clones at the end of the experiment (52hr; **Supplementary Figure S3C**). Under the Th17 condition, we find that most cells upregulated RORγt (79%), with 57% of all clones being SPR and 22% being DP. Under Treg condition, on the other hand, 66% of the clones were Foxp3^+^: 46% of the clones being SPF, while some Foxp3^+^ cells (20%) also show a slight increase in RORγt expression. The DP clones that arise under the Treg condition expressed RORγt at a relatively low level (**Supplementary Figures S3C, D**) and do not seem to comprise a separate population. We thus focused on the DP clones arising in the Th17 condition, which comprise a distinct population and express high levels of both RORγt and Foxp3 at levels similar to the corresponding single positive populations (**Supplementary Figure S3E**).

Using the temporal data, we analyzed the dynamics of the two transcription factors. Examination of fluorescence rise time revealed a specific timescale for each of the factors, with faster dynamics for RORγt compared to Foxp3 (21.8 ± 9.4hr vs. 39.3 ± 8.2hr. Pv=2x10^-32^, **Supplementary Figure S3F**). This observation is in agreement with our flow cytometry experiments, which showed earlier expression of RORγt (**Figure 1E**). We further tested whether the two factors affect each other’s dynamics when co-expressed in DP clones. We found no significant difference in rise time for either factor in DP clones compared to the SPR and SPF clones (**Figure 3B**). Moreover, this similarity extends beyond the rise time to the entire dynamics of transcription factors expression (**Figure 3C**). The fluorescence intensity at the end of the experiment is similar for RORγt between SPR and DP (MFI=39.12 ± 2.6 vs. 41.74 ± 4.25, respectively), and for Foxp3 between SPF and DP (MFI=43.49 ± 5.6 vs. 37.42 ± 6.95, respectively; **Supplementary Figure S3E**). We found that the trajectory of the DP clones in the Foxp3-RORγt space falls precisely on top of an extrapolated trajectory combining the Foxp3 dynamics from SPF clones with RORγt dynamics from SPR clones (**Figure 3D**). Importantly, these results repeat in an independent MWA experiment of additional 1092 clones (**Supplementary Figures S3G, H**). Overall, we identify a distinct temporal separation between an early onset of RORγt and a later onset of Foxp3, where the timescale of each factor is robust and independent of the expression of the other factor.

### Analysis of intra-clonal homogeneity suggests a correlated differentiation of sister cells

Our time-lapse analysis measures expression in a single clone (micro-well) rather than tracking individual cells. Therefore, a micro-well classified as DP can either contain RORγt^+^Foxp3^+^ DP cells or multiple SP cells, each expressing either RORγt or Foxp3. To distinguish between the two options, we characterized the cell-to-cell heterogeneity within clones during the first 52 hours. For that, we calculated the ratio of GFP to RFP fluorescence for each pixel within the micro-well. We quantified the ratio by placing each pixel on a two-dimensional plot, in which the x-axis is RFP fluorescence, and the y-axis is GFP fluorescence. Pixels with solely high GFP result in angles around 90° while the angles of pixels with solely high RFP are around 0° (**Figure 3E**). The resulting distribution of angles across all pixels can be used to characterize the heterogeneity within the clone (**Figure 3F**, **Supplementary Figure S4A**). We then determined the number of peaks in the distribution using a peak detection algorithm (see Materials and Methods for full algorithm description). Homogenous clones are expected to exhibit an unimodal distribution, while clones composed of cells with distinct states are expected to exhibit multi-modality. To test the capability of our algorithm to identify heterogeneous clones, we generated artificial data by combining pairs of micro-well data from different populations to obtain pixel distributions of hypothetical heterogeneous clones (**Supplementary Figure S4B**). We find that our algorithm can identify these as multi-peak distributions. Thus, analyzing the RFP-GFP ratio for individual pixels and detecting multiple peaks within the resulting distribution allows us to determine the clonal heterogeneity within a micro-well.

Using this approach, we went on to characterize the number and position of the peaks in the full data set. Consistent with our expectations, clones classified as SPF show distributions with peaks around 0°, clones classified as SPR show peaks around 90°, and clones classified as DP show peaks at intermediate angles (**Supplementary Figure S4C**). Using our peak detection algorithm, we identified whether each clone had a single peak or multiple peaks. We found that multiple peaks were detected for less than 1% of the micro-wells suggesting that under our culture conditions, T-cell clones show homogeneous expression of RORγt and Foxp3 across all individual cells (**Figure 3G**). Intra-clonal homogeneity was further validated by manual tracking of approx. 100 of the clones (approx. 25% of micro-wells). These results imply that cells within a single clone show synchronized behavior between sister cells.

The most straightforward way to explain the observed homogeneity of fate choice within a clone is through simple inheritance. In this case, the parental cell increases the expression of the transcription factors, and all descendent cells simply inherit the fate of the parental cell. To test whether this occurs in our system, we identified the time of the first division in each micro-well by manually tracking the parental cells. Our analysis shows that the median time of the first division is later under Th17 condition compared to Treg condition (38.8 ± 0.63hr for Th17, 36 ± 0.63hr for Treg, Pv=0.005; **Supplementary Figure S5A**). In addition, the SPR population has a later division time compared with DP and SPF populations (**Supplementary Figure S5B**). When we compared the division time to the expression time of the transcription factors, we found that the expression time of RORγt (21.8 ± 0.06hr) is earlier than the first cell division in most cases, consistent with a parental fate choice that propagates to the descendants. However, the expression of Foxp3 (39.3 ± 0.07hr) occurs mostly after the first division (**Supplementary Figure S5C**). In this case, multi-cell clones up-regulate the expression of Foxp3 autonomously and simultaneously. Thus, the observed clonal homogeneity in the expression of Foxp3 cannot be explained simply by the propagation of a pre-established parental expression and, therefore, requires a different mechanism to account for the coordination of transcription factor expression.

### The cellular environment has minimal effect on the cell state

The uniform increase of Foxp3 expression across sister cells can be explained either by shared environmental factors coordinating and directing the cells or by an inherited shared internal state. We first tested whether the cellular composition within the population can direct the transition from SPR to DP cells. For that, we sorted cells cultured under Th17 condition after 48-72hr of activation to SPR and DP cells and further cultured them under fresh cytokine conditions for 2 days (**Figure 4A**). SPR cells were stained with efluor 450 to enable tracing the origin of cells after co-culturing. To vary the cellular composition, we co-cultured cells at different SPR: DP ratios under fresh Th17 conditions (**Figure 4B**). Flow cytometry analysis after two days of re-culture revealed transitions in both directions. We found DP cells that originated from SPR cells and vice versa when culturing each population alone (transition from SPR to DP 21.7 ± 3.8% and from DP to SPR 15.01 ± 3.22%; **Figure 4C**). As we vary the SPR: DP cell number ratio, we find a minimal change in the transition frequency (**Supplementary Figures S6A, B**) which could not explain the high level of homogeneity observed.

**Figure 4:**
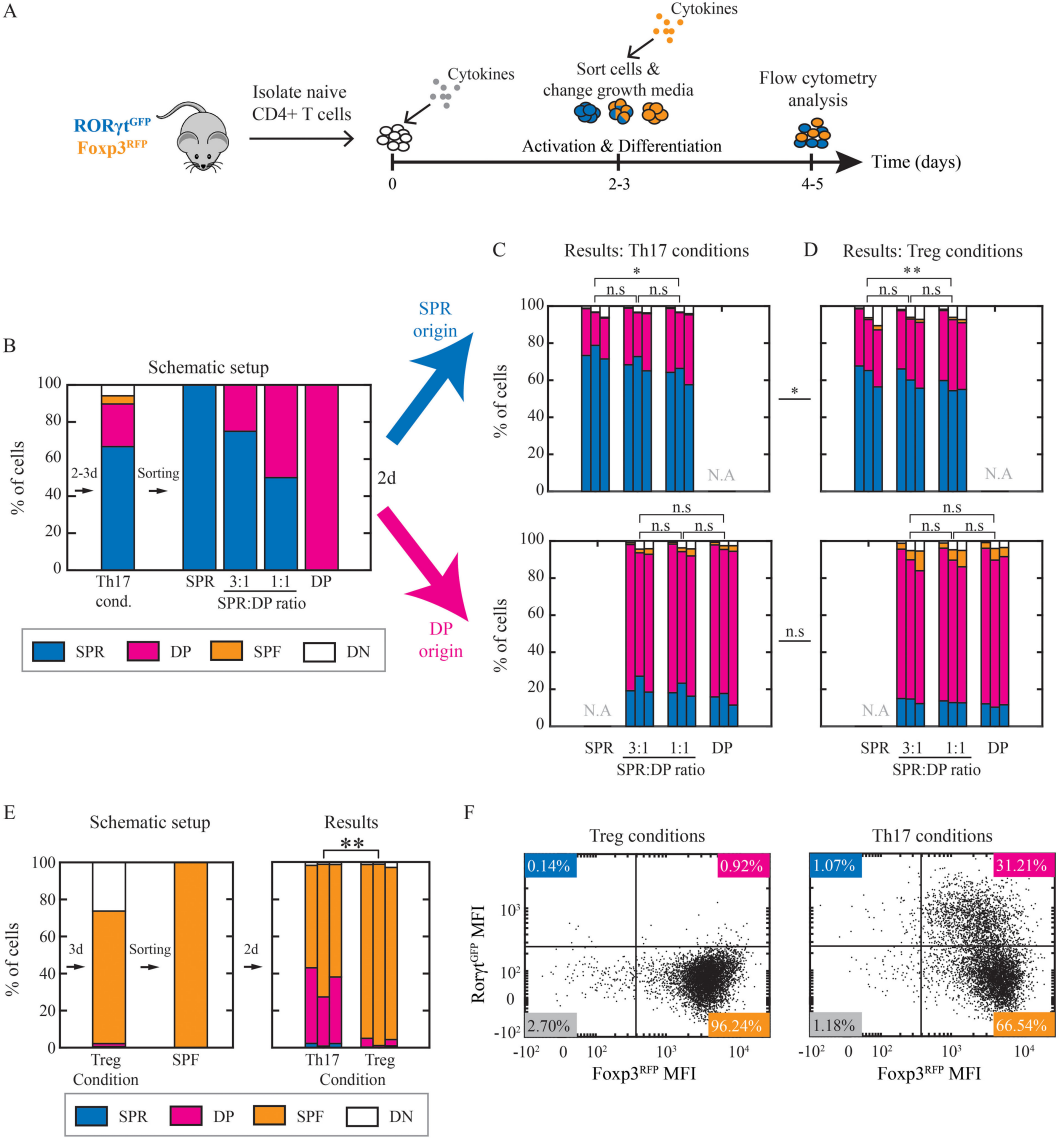
Th17 cells’ state is not affected by neighboring cells or environmental cues. **(A)** Cells were cultured under Th17 and Treg conditions for 2-3 days. Then they were sorted to SPR, DP, and SPF and re-cultured under Th17 or Treg conditions for additional 2 days (day 4 or 5 from the beginning of the experiment). **(B)** Schematic representation of experimental setup. SPR and DP cells were sorted. Then, SPR cells were stained with eFluor 450 dye to enable their detection post co-culturing. Sorted cells were re-cultured individually (100% SPR; 100% DP) or co-cultured at 3:1 (75% SPR:25% DP) and 1:1 (50% SPR:50% DP) ratios for 2 days. **(C, D)** Resulting populations (panel of 4 plots) that were SPR originated (eFluor 450^+^; upper panel) or DP originated (eFluor 450^-^; lower panel) and re-cultured under Th17 **(C)** or Treg **(D)** conditions were measured on flow cytometry. Three independent biological repeats are presented. **(E)** SPF cells were sorted after 3 days of differentiation and re-cultured under Th17 or Treg condition. Resulting populations were measured on flow cytometry following 48hr of culture. Three independent biological repeats are presented. **(F)** Scatter plots showing measured expression patterns of RORγt^GFP^ and Foxp3^RFP^ of SPF sorted cells after 2 days of re-culturing under Th17 (left) and Treg (right) conditions. Data is from one representative experiment out of three. Blue, SPR; pink, DP; orange, SPF; white, DN.

We next tested whether extracellular environmental signals can induce a transition to DP cells. To do that, we repeated the co-culture experiment and changed the culture conditions from Th17 to Treg conditions following cell sorting (**Figure 4D**). Similarly to the previous results, the transition frequencies between SPR and DP show only a minimal difference (**Supplementary Figures S6A, B**). Similar results were obtained after 4 days of re-culturing instead of 2 days (**Supplementary Figures S6C, D**). We thus concluded that both the composition of neighboring cells and the environmental cues did not significantly affect the transition in the expression of Foxp3, suggesting that this transition is mainly a predetermined cell-inherent property.

We continued to test the stability of the expression of transcription factors in the SPF population. We sorted SPF cells after 72hr of activation and re-cultured them under Treg or Th17 condition for an additional 48hr. Under Treg condition, most cells remained in the SPF population (96.2%; **Figures 4E, F**). In contrast, changing to Th17 conditions led to a reduction in the fraction of SPF cells, as approx. 30% of the cells significantly up-regulated RORγt (**Figures 4E, F**, **Supplementary Figure S6E**), resulting in DP cells that originated from SPF cells. We note that this did not result in an increase in the SPR population, as the expression of Foxp3 was stable. These results support the idea of partial cell plasticity and the capacity for reprogramming during Treg differentiation via extracellular control of expression levels of RORγt, while the Foxp3 expression is more robust to extracellular signals.

## Discussion

Double positive RORγt^+^Foxp3^+^ cells comprise an important T helper (Th)-cell state that has been thoroughly studied *in vivo*. However, many aspects of its differentiation dynamics are still unknown. Using an *in vitro* system based on dual-reporter RORγt^GFP^Foxp3^RFP^ mice, we have identified conditions that give rise to distinct double-positive populations *in vitro*. When naive CD4^+^ T-cells are cultured with TGFβ and IL6, a large double positive population emerges that is stable for at least 7 days. When cultured with TGFβ and IL2, classic Treg-inducing conditions, a small proportion of cells increased RORγt levels at low levels, with most cells becoming Foxp3^+^ Treg cells. Finally, another double positive population can be generated by trans-differentiation of the Foxp3^+^ cells in the presence of TGFβ and IL6.

Distinct populations of RORγt^+^Foxp3^+^ cells were also identified *in vivo* (14, 17, 25), showing some phenotypic differences. In some studies, DP cells were found to be in an intermediate state, being able to terminally differentiate into single-positive RORγt^+^ (SPR) or single-positive Foxp3^+^ (SPF) (25, 30). In other work, a stable *in vivo* DP population with enhanced suppressive capacity was identified (14). However, DP cells show a distinct expression of surface molecules and transcription factors from those of Th17 and Treg cells. Our *in vitro* system shows similarities with these patterns, along with a suppressive capacity, and can further enable the study of distinct differentiation trajectories that all lead to the DP phenotype.

Using our *in vitro* differentiation protocol, we quantified the dynamics of double-positive cell differentiation. We identified a separation of timescales between the rapid response of the effector transcription factor RORγt and the delayed increase of the regulatory transcription factor Foxp3. The difference in dynamics between the two transcription factors was independent and showed the same trajectory in single-positive and double-positive cells. Transcriptional analysis suggests a reduced effector function for the double positive population, in particular, lowered expression of IL17. This reduced expression is consistent with previous data showing that Foxp3 binds to RORγt and suppresses IL17 transcription (25, 31–33). Additionally, the regulatory function for DP cells grown under Th17 condition was confirmed using a suppression assay. The separation of timescales between Rorγt and Foxp3 expression suggests a dynamic process at the population level. Cells first reach an effector state and start to induce an immune response. Only then does a fraction of the cells increase Foxp3 levels, which inhibits their effector function and puts them in a suppressive state, where they play a role in shutting down the immune response. This dynamic is reminiscent of an incoherent feed-forward loop (IFFL) (34) in genetic networks, where a protein has a fast positive regulatory effect and a slow inhibitory function. It was found that IFFLs can provide a transient, adaptive response to signals and it would be interesting to further study whether similar roles can be identified for the delayed Foxp3 activity.

Finally, we studied the stability of the Th cell populations. While the Foxp3 response occurs later, we found that it is homogeneous across cells within the same clone, suggesting an early decision. Accordingly, external cytokines and cellular composition did not further affect Foxp3 expression. In contrast, RORγt exhibits a more flexible behavior, as changing the signaling environment can induce its expression even at late time points.

Our findings shed new light on the development and plasticity of double positive RORγt^+^Foxp3^+^ cells. We demonstrate that the DP state can emerge under several conditions with different dynamics. The largest population of DP cells is generated during Th17 cell differentiation and exhibits a stable phenotype. Deciphering the cell state composition is important for putative therapeutic manipulations aimed to shape the balance between Th17 and Treg cells in autoimmune diseases.

## Data Availability

RNA-seq data have been deposited to Gene Expression Omnibus (GEO) with the accession no. GSE227988. Imaging data from micro-wells experiments is available in DOI: 10.34933/4fbfe367-86b8-431e-92f2-94c5cb3465f5.

# Supplementary material for: Independent and temporally separated dynamics for RORγt and Foxp3 during Th17 differentiation
**Source:** Front Immunol. 2025 Apr 28;16:1462045. doi: 10.3389/fimmu.2025.1462045
**Supplement:** Supplementary file 1

Supplementary Materials for

**Independent and temporally separated dynamics for RORγt and Foxp3 during Th17 differentiation**

Stav Miller, Inbal Eizenberg-Magar, Shlomit Reich-Zeliger, Jacob Rimer, Irina Zaretsky, Dan Reshef, [Ekaterina Kopitman](https://www.weizmann.ac.il/pages/search/people?keywords=ekaterina), Nir Friedman, Yaron Antebi

**The PDF file includes:**

Materials and Methods

Tables S1 to S2

Figs. S1 to S6

**Materials and Methods**

Mice

Transgenic Rorc(γt)-GfpTG reporter mice (generated in Gerard Eberl’s lab; [(35)](https://paperpile.com/c/liLVgS/3CNfd)) were a gift from Eran Elinav. Female Foxp3-IRES-mRFP knock-in mice (strain #008374) and B6SJL mice were purchased from Jackson laboratory. The resulting RORγt^GFP^xFoxp3^RFP^ males of F1 generation are heterozygous for both reporters. Mice were housed under specific pathogen-free conditions at the animal facility of the Weizmann Institute and used at 6–10 wk of age. All animal experiments were performed under protocols approved by the Animal Care and Use Committee of the Weizmann Institute.

*In vitro* differentiation

Naïve CD4^+^ T cells were isolated from spleens of mice by magnetic microbeads (CD4^+^CD62L^+^ T cell isolation kit, mouse; Miltenyi Biotec) and MACS separation columns, according to the manufacturer’s instructions. Cells were cultured in RPMI supplemented with 10% FCS at a concentration of 1X10^6^ cells/ml. For stimulation, cells were activated with anti-CD3 anti-CD28 activation beads (Dyanbeads) at a 1:1.25 beads to cells ratio. For *in vitro* differentiation, cells were supplemented with TGFβ (5ng/ml) and IL6 (20ng/ml) to induce Th17 cells or TGFβ (10ng/ml) with IL2 (5ng/ml) to induce Treg cells, and cultured for 3 or 5 days, as indicated. An alternative Th17-inducing condition without TGFβ (fig. S1F,G) included IL6 (20ng/ml), IL1β (20ng/ml) and IL23 (50ng/ml). Culturing with activation beads and IL2 (5ng/ml) was used as a control. Longer incubation of 7 days (Fig. 1E) included: Th17 or Treg cell differentiation in the presence of cytokines and activation beads for 3 days, separating beads from cells and leaving at rest for 4 more days (in case of Treg cells, adding 5ng/ml IL2). Cytokines: rmIL-2 (R&D, 402-ML-020), rhTGFβ1 (R&D, 240-B-002), mIL6 (R&D, 406-ML-005), mIL1β (Peprotech, 211-11B-2UG), hIL23 (Peprotech, 200-23-10UG).

Flow cytometry

For the detection of Il17 cytokine (fig. S2B), cells were supplemented with Brefeldin A and Monensin (Biolegend) for 2 hours in growth media prior to sample collection. For all panels, to separate between cells and activation beads, the growth plate was placed on a vortex for 30 sec and then on a magnet for 2-3 minutes. Cells were then collected into a fresh tube and washed with PBS. For kinetics assay (Fig. 1D,E, fig. S1E) cells were stained with blue fixable Live/Dead for the detection of dead cells and PB anti-CD4 for 30 min at R.T (see a detailed staining panel in supplementary table 1). For the detection of intracellular proteins (RORγt, Foxp3, Il17; fig. S2B, S1D), cells were first stained with Zombie aqua viability dye and anti-CD4 for 30 minutes at R.T. Then, cells were fixated using Foxp3 fixation/permeabilization buffer (eBioscience) according to the manufacturer’s instructions and permeabilized using Permeabilization buffer (10X) (Biolegend). Cells were then stained with anti-RORγt, anti-Foxp3, anti-IL1R1, anti-IL1R2 or anti-IL17 for 30 min at R.T. Samples were measured using the BD FACS LSRII (BD Biosciences) and the Cytek Aurora (Cytek Biosciences) flow cytometers with 5 lasers, and data were analyzed using MATLAB.

**Table S1.** Flow cytometry staining dyes and antibodies

| *Staining* | *Fluorophore* | *Company* | *Antibody clone/cat#* | *Dilution* |
| --- | --- | --- | --- | --- |
| Viability | Live\dead fixable blue | Invitrogen | - | 1:1000 |
| Viability | Zombie aqua fixable | Biolegend | - | 1:500 |
| anti-CD25 | PE | eBioscience | clone PC61.5 | 1:100 |
| anti-CD4 | PB or APC/Cy7 | Biolegend | clone RM4-5 | 1:200 |
| anti-IL1R1 | APC | Biolegend | clone JAMA-147 | 1:20 |
| anti-CD45.1 | PE-Cy7 | Biolegend | clone A20 | 1:100 |
| anti-CD45.2 | PerCP | Biolegend | clone 104 | 1:100 |
| anti-IL1R2 | BV421 | BD | clone 4E2 | 1:20 |
| anti-RORγt | PE | Invitrogen | clone B2D | 1:80 |
| anti-Foxp3 | AF647 | Biolegend | clone 150D | 1:20 |
| anti-Il17a | AF488 | Biolegend | clone TC11-18H10 | 1:80 |
| Proliferation | efluor 450 cell proliferation dye | Invitrogen | 65-0842-85 |  |
| Annexin V | APC | Biolegend | 640920 | 1ul/sample |
| 7-AAD | ex.488/em.650nm | Biolegend | 420403 | 1ul/sample |

Sorting cells to populations

Following three days of differentiation under Th17 or Treg conditions, cells were separated from activation beads. Cells were collected, stained with LIVE/DEAD fixable blue and anti-CD4 for 20-30 min at R.T and washed. Analysis of cells was done in BD FACS AriaIII 5-lasers cytometer (BD Biosciences). Gated CD4^+^ live cells were further grouped and sorted based on their reporters’ staining: RORγt^GFP+^ (SPR), RORγt^GFP+^Foxp3^RFP+^ (DP) and Foxp3^RFP+^ (SPF) populations. Secondary culture of the sorted groups was carried out for either restimulation to enable IL17 detection (fig. S2B), or for additional 2-days culturing with fresh Th17 and Treg-inducing cytokines to test the effect of environment on cells’ state (Fig. 4). For co-culturing of populations, SPR cells were stained according to manufacturer’s instructions with eFluor 450 dye (Invitrogen) post sorting and prior to culturing.

Suppression assay

Naive CD4^+^ T cells were isolated from dual reporter Rorgt^GFP^Foxp3^RFP^ mice (CD45.2^+^) and undergone an in vitro differentiation towards Th17 cells for 4 days. Cells were stained with blue fixable Live/Dead for 30 minutes and then sorted to extract the DP population. For the isolation of nTregs (Natural T Regulatory cells), splenocytes from a Foxp3^GFP^ mouse (CD45.2^+^) were extracted and stained with blue fixable Live/Dead, APC-Cy7 αCD4 and PE αCD25 for 30 minutes and then sorted for CD4^+^Foxp3^+^CD25^+^ cells. Another fraction of CD4^+^Foxp3^-^ cells was sorted as a negative control for the suppression assay. For T Responder cells (Tresp), naive cells were isolated from B6SJL mice (CD45.1^+^) using magnetic microbead negative separation (Naïve CD4^+^ isolation, StemCell Technologies). Tresp cells were stained with efluor 450 to enable further tracking of divisions. To obtain APCs (Antigen Presenting Cells), splenocytes isolated from B6SJL mice were irradiated at 3000 rad, centrifuged and re-cultured in fresh RPMI. Tresp cells were seeded at 50K cells/well inside a 96w plate and supplemented with 50K APCs and 1μg/ml anti-CD3 (Biolegend, clone 145-2C11) for activation. To test suppression, nTregs, DP or Foxp3^-^ cells were added with Tresp at a ratio of 1:1, and cultured for 4 days. For flow Cytometry analysis, cells were washed in  PBS Ca^+^Mg^+^ (requires for Annexin V detection), and stained with PE-Cy7 anti-CD45.1, PerCP anti-CD45.2, APC-Cy7 CD4 and APC anti-Annexin V for 30 minutes. Samples were stained with 7AAD right before readout in the Cytek Aurora (Cytek Biosciences) flow cytometery with 5 lasers. Data were analyzed using FlowJo. Proliferation index for Tresp cells was calculated as the total number of divisions divided by the number of cells that went into division.

ELISA on beads for quantification of secreted IL17

Cells were sorted to SPR, DP and SPF as described above. For restimulation, sorted cells were plated inside pre-coated wells with 3μg/ml anti-CD3 (Biolegend) and incubated at 37℃ for 4 hr. Plate was centrifuged at 300Xg for 5 min. Supernatants without cells were collected to a fresh plate, stored at -20℃ and thawed at R.T prior to ELISA. Quantitative evaluation of protein levels in supernatant was done using an extension of the ELISA assay, with fluorescent beads (Spherotech PAK) as the solid phase. Primary antibodies anti-IL17A were covalently linked to PE-conjugated beads. Coated beads were incubated with the supernatant and secondary biotinylated antibodies for 2 hr, washed, and stained with streptavidin-PE. A standard curve was generated and fitted using a four-parameter hill function and was used to quantify fluorescent results. Beads were analyzed using LSRII cytometer (BD).

Quantitative RT-PCR

Naive cells were isolated from spleens of mice using magnetic microbeads (Miltenyi Biotec) and underwent Th17 or Treg cell differentiation for 3 days as described above. For the Naive reference sample, naive cells were freshly isolated. Total RNA was isolated using RNeasy mini kit according to the manufacturer's protocol (Qiagen) from 5x10^6^ cells per sample and treated with Turbo DNase to avoid DNA contamination (Ambion). The total RNA was reverse-transcribed into cDNA using M-MLV RT primed with oligo(dT) primers (Promega). Real-time PCR was performed using the Fast SYBR Green master mix (Applied Biosystem) in the LightCycler 480 II (Roche). See supplementary table 2 for primers specification. Primer amplification efficiency and specificity were verified for each set of primers at a final concentration of 250 nM. The determined amounts of cDNA template were 4ng. mRNA expression levels of the tested genes relative to HPRT were calculated using the ΔΔCt method, with the naïve sample as a reference.

**Table S2.** qRT-PCR primers table

| Target | Forward primer | | Reverse primer | | Amplicon size (bp) | Primer source |
| --- | --- | --- | --- | --- | --- | --- |
|  | Sequence 5'-3' | Tm  (℃) | Sequence 5'-3' | Tm (℃) |  |  |
| *Hprt* | AGCCTAAGATGAGCGCAAGT | 58 | TTACTAGGCAGATGGCCACA | 58 | 103 | [(36)](https://paperpile.com/c/liLVgS/ynuF) |
| *Foxp3* | GGCCCTTCTCCAGGACAGA | 62 | GCTGATCATGGCTGGGTTGT | 60 | 112 | [(36)](https://paperpile.com/c/liLVgS/ynuF) |
| *Rorc* | CGCACCAACCTCTTTTCACG | 62.4 | GCTCCATGAAGCCTGAAAGC | 60.8 | 145 | [(5)](https://paperpile.com/c/liLVgS/OXAM) |
| *Il17a* | CTCCAGAAGGCCCTCAGACTAC | 66 | AGCTTTCCCTCCGCATTGACACAG | 67 | 141 | [(37)](https://paperpile.com/c/liLVgS/z9CRi) |
| *Il23R* | GCCAAGAAGACCATTCCCGA | 60 | TCAGTGCTACAATCTTCAGAGGACA | 64 | 81 | [(38)](https://paperpile.com/c/liLVgS/ZL3HM) |

RNA preparation, library construction, and RNA sequencing

Naïve CD4^+^ T cells underwent differentiation towards Th17/Treg cells for 72 hr and were sorted to SPR, DP and SPF cells. Bulk RNA from 150x10^5^ cells per sample was further extracted using the RNeasy micro kit (Qiagen). Libraries were constructed according to the MARS-seq (massively parallel RNA single-cell sequencing) protocol  [(39)](https://paperpile.com/c/liLVgS/QTJLb). Three replicate libraries were prepared for each of the different populations. DNA libraries were sequenced on an Illumina NextSeq 500 with 1-4.5×10^6^ aligned reads per sample.

RNA-seq data analysis

Data was mapped to MM10 mouse database, where 24,063 genes have sequenced reads. Each sample was normalized by its total reads (read/total*10^6^). 

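The deposited table names 24062 genes, of which 20041 have at least 1 count in the 9 libraries. Scaled by the total count of each library, 9310 genes had more than 10 CPM in at least 1 library. Among the genes that the paper shows, Il1r2, Il4 and Il23r lay below this filter. Il4, the Th2 cytokine, was 4.31 ± 0.897 CPM in SPR and 2.27 ± 0.521 CPM in DP (SD, n = 3 each), with 1 count over the SPF libraries, and Il23r, the receptor of IL-23, had 1 count over the DP libraries and none in the other groups.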

All low-read genes were filtered out (max normalized read <=10), and ended with 10,005 genes. Read values were converted to Log2. The three biological repetitions were averaged. Correlation matrix between SPR, DP and SPF samples was plotted based on Spearman's rank correlation coefficient. To compare RNA expression levels between DP cells and the two SP populations (SPR and SPF), a similarity index was calculated for each gene. It defines the distance of expression value in DP cells from the averaged expression value of SPR and SPF cells, normalized to half of the range defined by the difference in expression between SPR and SPF cells.

**Equation 1.** Similarity index = DP-[(SPR+SPF)/2](SPR-SPF)/2

All genes with variable expression levels (CV >0.2) were labeled according to their similarity indices: indices in the range of 0.5 to 1.5 were labeled as SPR-like expression; indices in the range of -1.5 to -0.5 were labeled as SPF-like expression; indices in the range of -0.5 to 0.5 were labeled as intermediate expressions. Genes with indices above 1.5 and below -1.5 (“edges”) were uniquely expressed in DP cells. Venn diagram was plotted according to Oliveros, J.C. (2007-2015) Venny, an interactive tool for comparing lists with Venn's diagrams (<https://bioinfogp.cnb.csic.es/tools/venny/index.html>).

Cell loading and culture in micro-well Arrays

We developed a micro-wells system in our lab. We design the array mold, fabricate it using soft lithography, and place it at the bottom of an optical 96-well plate. The array is made from a thin layer of PDMS, which is cheap, easy to mold, non-toxic to cells, and has excellent optical properties. This platform enables the capture and growth of many primary T cells with minimal perturbation, allowing for long-term monitoring of cell activation and differentiation using time-lapse microscopy [(28,29)](https://paperpile.com/c/liLVgS/zC3an+fVvyU). Cells are grown separately inside the micro-wells, but the growth medium is shared, enabling cytokine-mediated intercellular communication. Naïve CD4^+^ T cells were purified from mice spleens using magnetic microbead negative separation (Naïve CD4^+^ isolation, StemCell Technologies). Micro-wells of 25µm diameter were used. To facilitate cell loading into the small-volume micro-wells and eliminate trapped air bubbles that remained in the micro-wells due to the hydrophobicity of PDMS, wells were filled with 200𝜇l of culture medium, and the plate was placed in vacuum for 1 hour followed by 1 min centrifugation at 300Xg to remove residual bubbles. The medium was removed and replaced with 25x10^5^ primary naïve T cells in 100𝜇l of culture medium identical to that used for bulk culture, but without phenol red. The plate was centrifuged at 300Xg for 1 min to allow cells to settle. Residual cells were aspirated and activating anti-CD3 anti-CD28 beads were loaded into the micro-wells in 200𝜇l of medium at a 1:1 bead:cell ratio. Beads were left to settle for 7 min at 37°c after which the medium was aspirated and replaced with 250𝜇l of fresh culture medium supplemented with Th17 or Treg-driving cytokines.

Live cell imaging acquisition

For a time-lapse experiment, a Ti-eclipse microscope (Nikon) was used, equipped with an automated stage, incubator, and a closed chamber that allowed for CO_2_ flow over the 96-well plate. Cells were imaged using 20×/NA = 0.17 objective (sFlour, Nickon) and monitored using bright-field illumination and two fluorescence channels: FITC and Texas Red (for the detection of GFP and RFP, respectively). Time-lapse movies were collected using the NIS elements software (Nikon). Cells were imaged every 30 min for a total of 52 hr, using an Andor iXon-897 EMCCD camera (512 × 512 pixels).

Image pre-processing

Using ImageJ software (https://imagej.nih.gov/ij), rigid registration was applied on images to minimize stage movements effect on deviations in xy position between images. Downstream analysis was further made in Matlab (Mathworks). Images were preprocessed to subtract the background and correct for non-uniform illumination across the field of view. The sum of fluorescence within each micro-well was quantified for each time frame, composing the clonal trace throughout the experiment. The average of five first time frames was subtracted from each trace. Manual tracking was done to filter data for micro-wells that at the beginning of the experiment contained exactly one naive cell with negative fluorescence and 1-3 activation beads. The first division for all micro-wells was detected manually.

Image analysis

Response thresholds for RORγt^GFP^ and Foxp3^RFP^ were defined as elevation above the corresponding fluorescence level of naive cells at the beginning of the experiment. Rise time is the time point when a fluorescent trace crosses the response threshold. For the quantification of response throughout the experiment (fig. S3B), traces that crossed the response threshold for every five sequential time frames (2hr) were defined as positive for the relevant reporter. Definitions for micro-wells’ clonal state were based on traces on the last time frame (t=52hr): SPR clones elevated only GFP signal above its threshold, SPF clones elevated only RFP signal, and DP clones elevated both GFP and RFP signals above their thresholds.

Pixel angels analysis: For each micro-well in a given time frame, we plotted RORγt (y-axis) vs. Foxp3 (x-axis) pixels after masking out beads from the image. Then, for each pixel we calculated its angle between RORγt (90°) to Foxp3 (0°). Pixel angels distribution was smoothed using a gaussian filter to enable local maxima peaks detection above a certain prominence.

Statistics

For all assays, 3 biological repeats were conducted with 3 technical repeats for each, unless noted else. Two-samples t-test was done to validate statistical significance. Statistics were annotated as follows: n.s Pv>0.05; * Pv≤0.05; ** Pv≤0.01; *** Pv≤0.001.

| 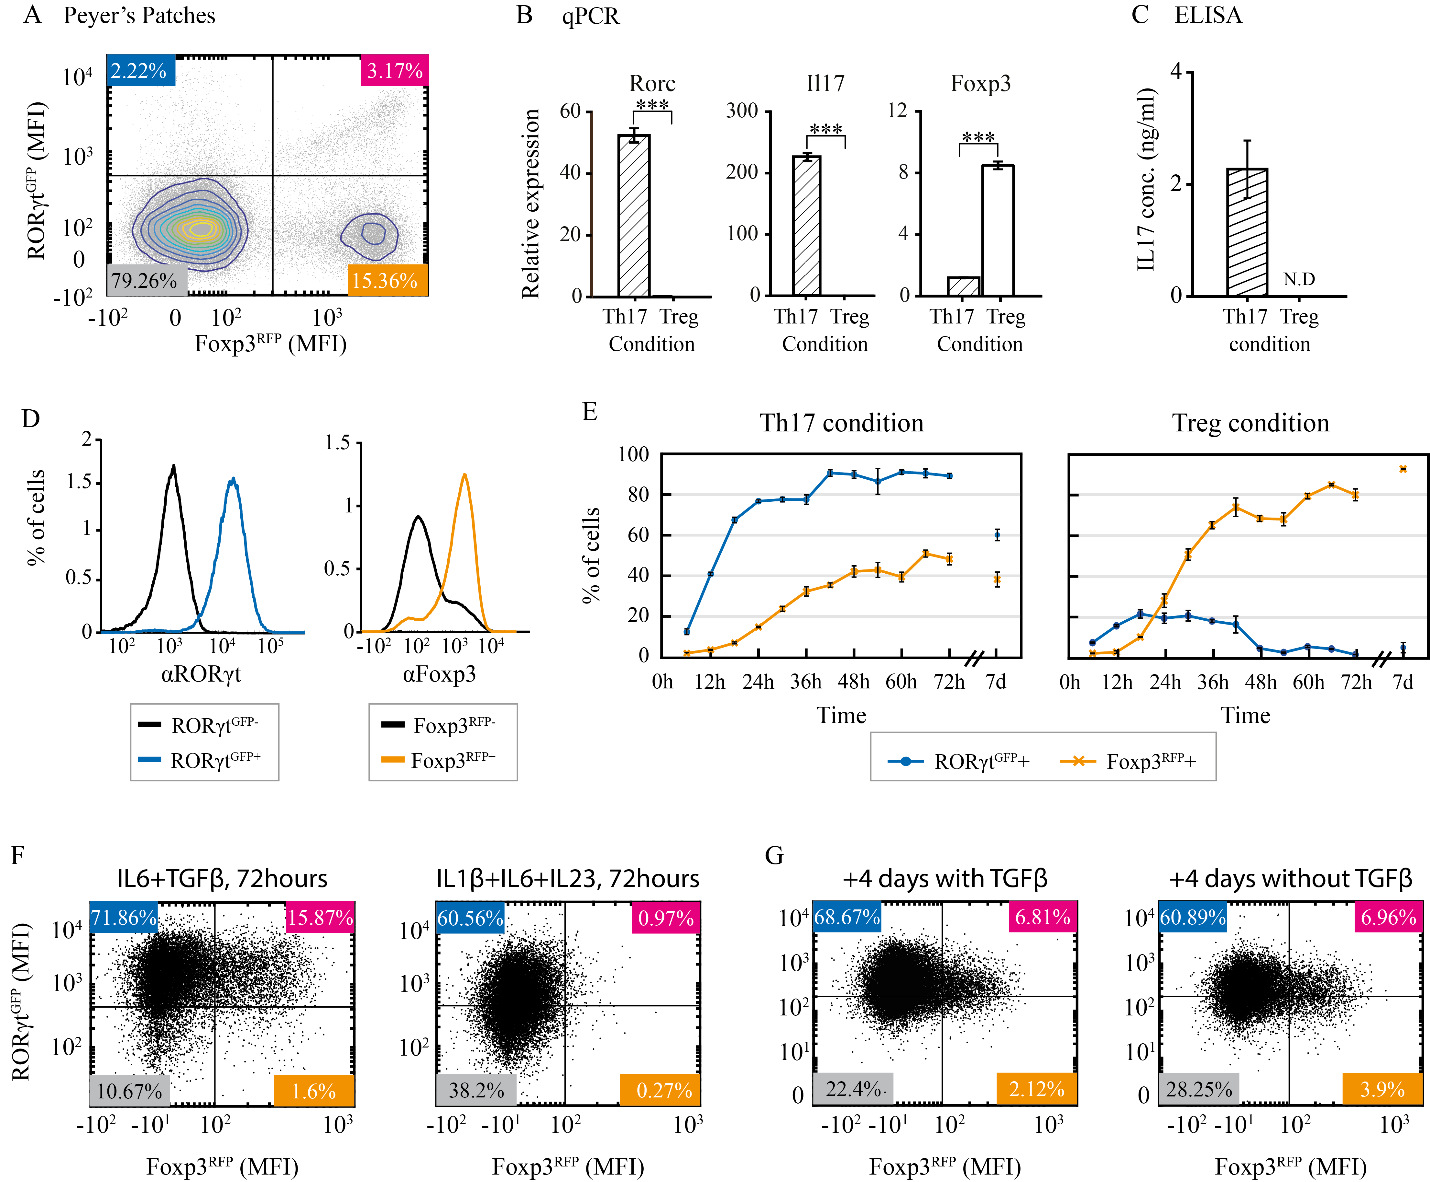 |
| --- |
| **Supplementary Figure 1. DP cells can be found in vivo and emerge dynamically during *in vitro* differentiation. (A)** Scatter plot showing measured expression patterns of RORγt^GFP^ and Foxp3^RFP^ of CD4^+^ T cells that were isolated from Peyer’s Patches of a naïve dual-reporter mouse, and were analyzed by Flow cytometry. One representative experiment out of two. **(B)** mRNA levels of Rorc, Il17a and Foxp3 measured by qRT-PCR on bulk RNA extracted on day 3 of Th17 and Treg cell differentiation. The presented data is from one experiment, 3 technical repeats and is a validation of RNA-seq. Two-samples t-test of technical repeats, Pv≤2.75x10^-5^.  **(C)** Levels of secreted IL17A cytokine were detected using ELISA on beads in cells cultured for 5 days under Th17 or Treg condition. The presented data is from one experiment, 3 technical repeats. **(D)** Histograms of RORγt and Foxp3 levels measured on day 3 of differentiation by flow cytometry. Naïve cells were isolated from RORt^GFP^ X Foxp3^RFP^ F1 generation (left plot) and Treg cells from Foxp3^RFP^ mouse (right plot), differentiated towards Th17, sorted according to their reporters’ signals, and then stained with αRORγt and αFoxp3 antibodies. Black, negative to reporters’ signals; blue, RORγt^GFP+^; orange, Foxp3^RFP+^. One technical repeat out of two is presented. **(E)** Same data as in Fig. 1E. Percentage of cells expressing RORγt^GFP+^ (in SPR or DP) or Foxp3^RFP+^ (in DP or SPF). Measurements were taken every 6hr under Th17 (up) and Treg (bottom) conditions for 72hr and after 7 days using flow cytometry. Blue, RORγt^GFP+^; orange, Foxp3^RFP+^. Presented data is from one representative experiment out of three, three technical repeats in each. **(F-G)** Scatter plots showing measured expression patterns of RORγt^GFP^ and Foxp3^RFP^ of naïve cells that were isolated from splenocytes of 3 mice, pooled and cultured under Th17-inducing conditions. (F) Cells after culturing for 3 days under the standard Th17-inducing protocol with TGFβ (left) or an alternative protocol without TGFβ (right). (G) Cells were cultured for 3 days under the standard Th17-inducing conditions with TGFβ, washed and re-cultured for another 4 days with (left) or without TGFβ (right). Presented data is from one representative technical repeat out of three. |

| 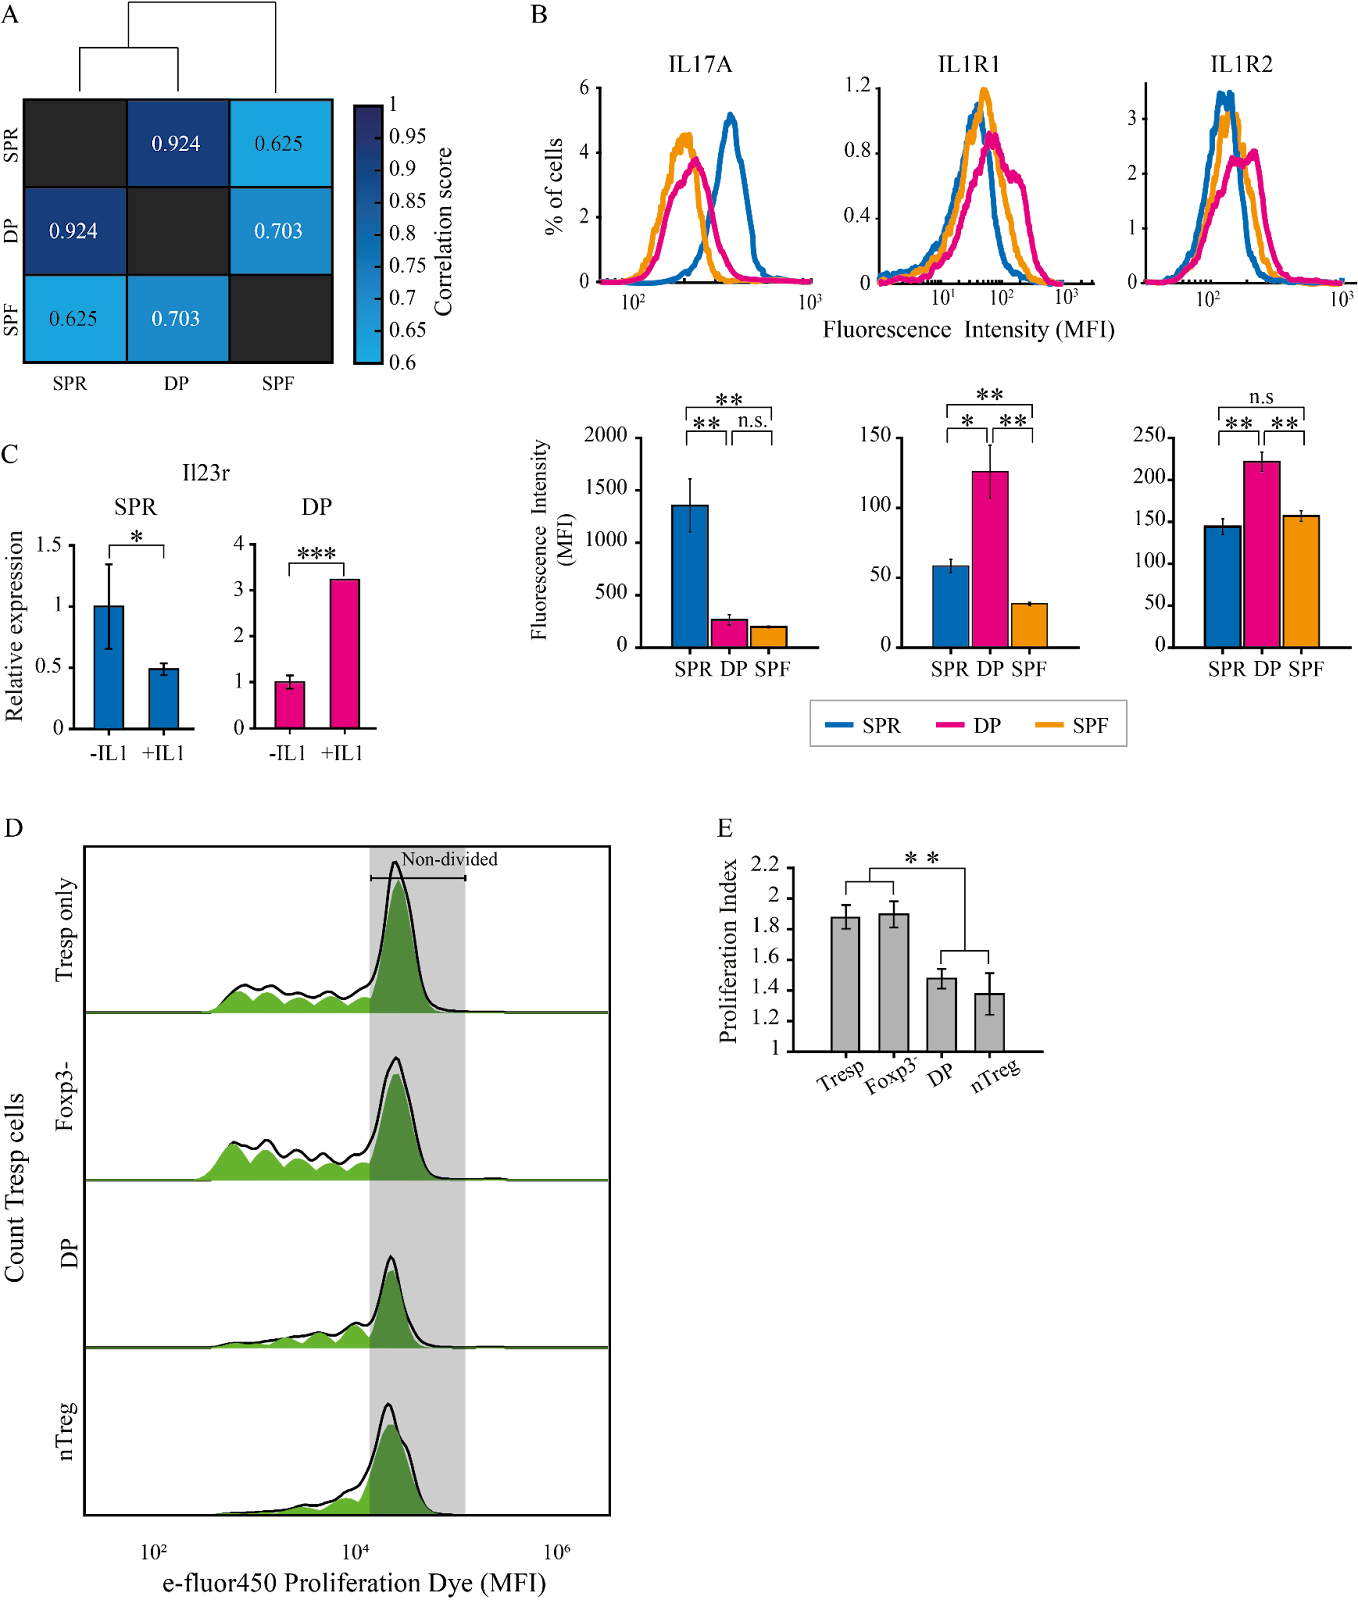 |
| --- |
| **Supplementary Figure 2. DP cells show suppressive characteristics. (A)** Correlation matrix and hierarchical cluster dendrogram based on overall RNA expression profiles showing similarity between the sub-populations SPR, DP and SPF cells after 3 days of differentiation. Shades of blue represent Spearman's rank correlation coefficient Pv. RNA-seq data is from 3 independent biological repeats. **(B)** Histograms of intracellular IL17A levels on day 5 of differentiation (left) and surface IL1R1 and IL1R2 levels on day 3 (right) were measured by flow cytometry (upper panel). Average and standard deviation of the fluorescence intensity for each of the surface proteins is shown (lower panel). Blue, SPR; pink, DP; orange, SPF. Two-samples t-test, IL17 SPR vs. either DP or SPF, Pv=0.01; IL1R1 SPR vs. DP Pv=0.02, SPF vs. either SPR or DP, Pv≤0.007; IL1R2 DP vs. either SPR or SPF Pv=0.01. The presented data is of one experiment with two or three technical repeats. **(C)** Cells were differentiated for 3 days under Th17 condition, sorted to SPR (left) and DP (right) populations, and cultured with or without the addition of IL1 to the growth medium. RNA levels of IL23R measured by qRT-PCR on bulk RNA extracted on day 5 are shown. Two-samples t-test, SPR Pv=0.0161; DP Pv=1.1183x10^-4^. The presented data is an average of three technical repeats from one experiment. **(D)** Histogram of proliferation dye levels measured on day 4 of suppression assay, showing count of Tresp cells cultured either alone (top plot), or with Foxp3^-^, DP or nTregs cells at a ratio of 1:1. Green peaks are generations detected by the FlowJo proliferation model. **(E)** Proliferation index for Tresp cells was calculated as the total number of divisions divided by the number of cells that went into division. Two-samples t-test, Pv≤0.0023. The presented data is of two or three technical repeats from one experiment. |

| 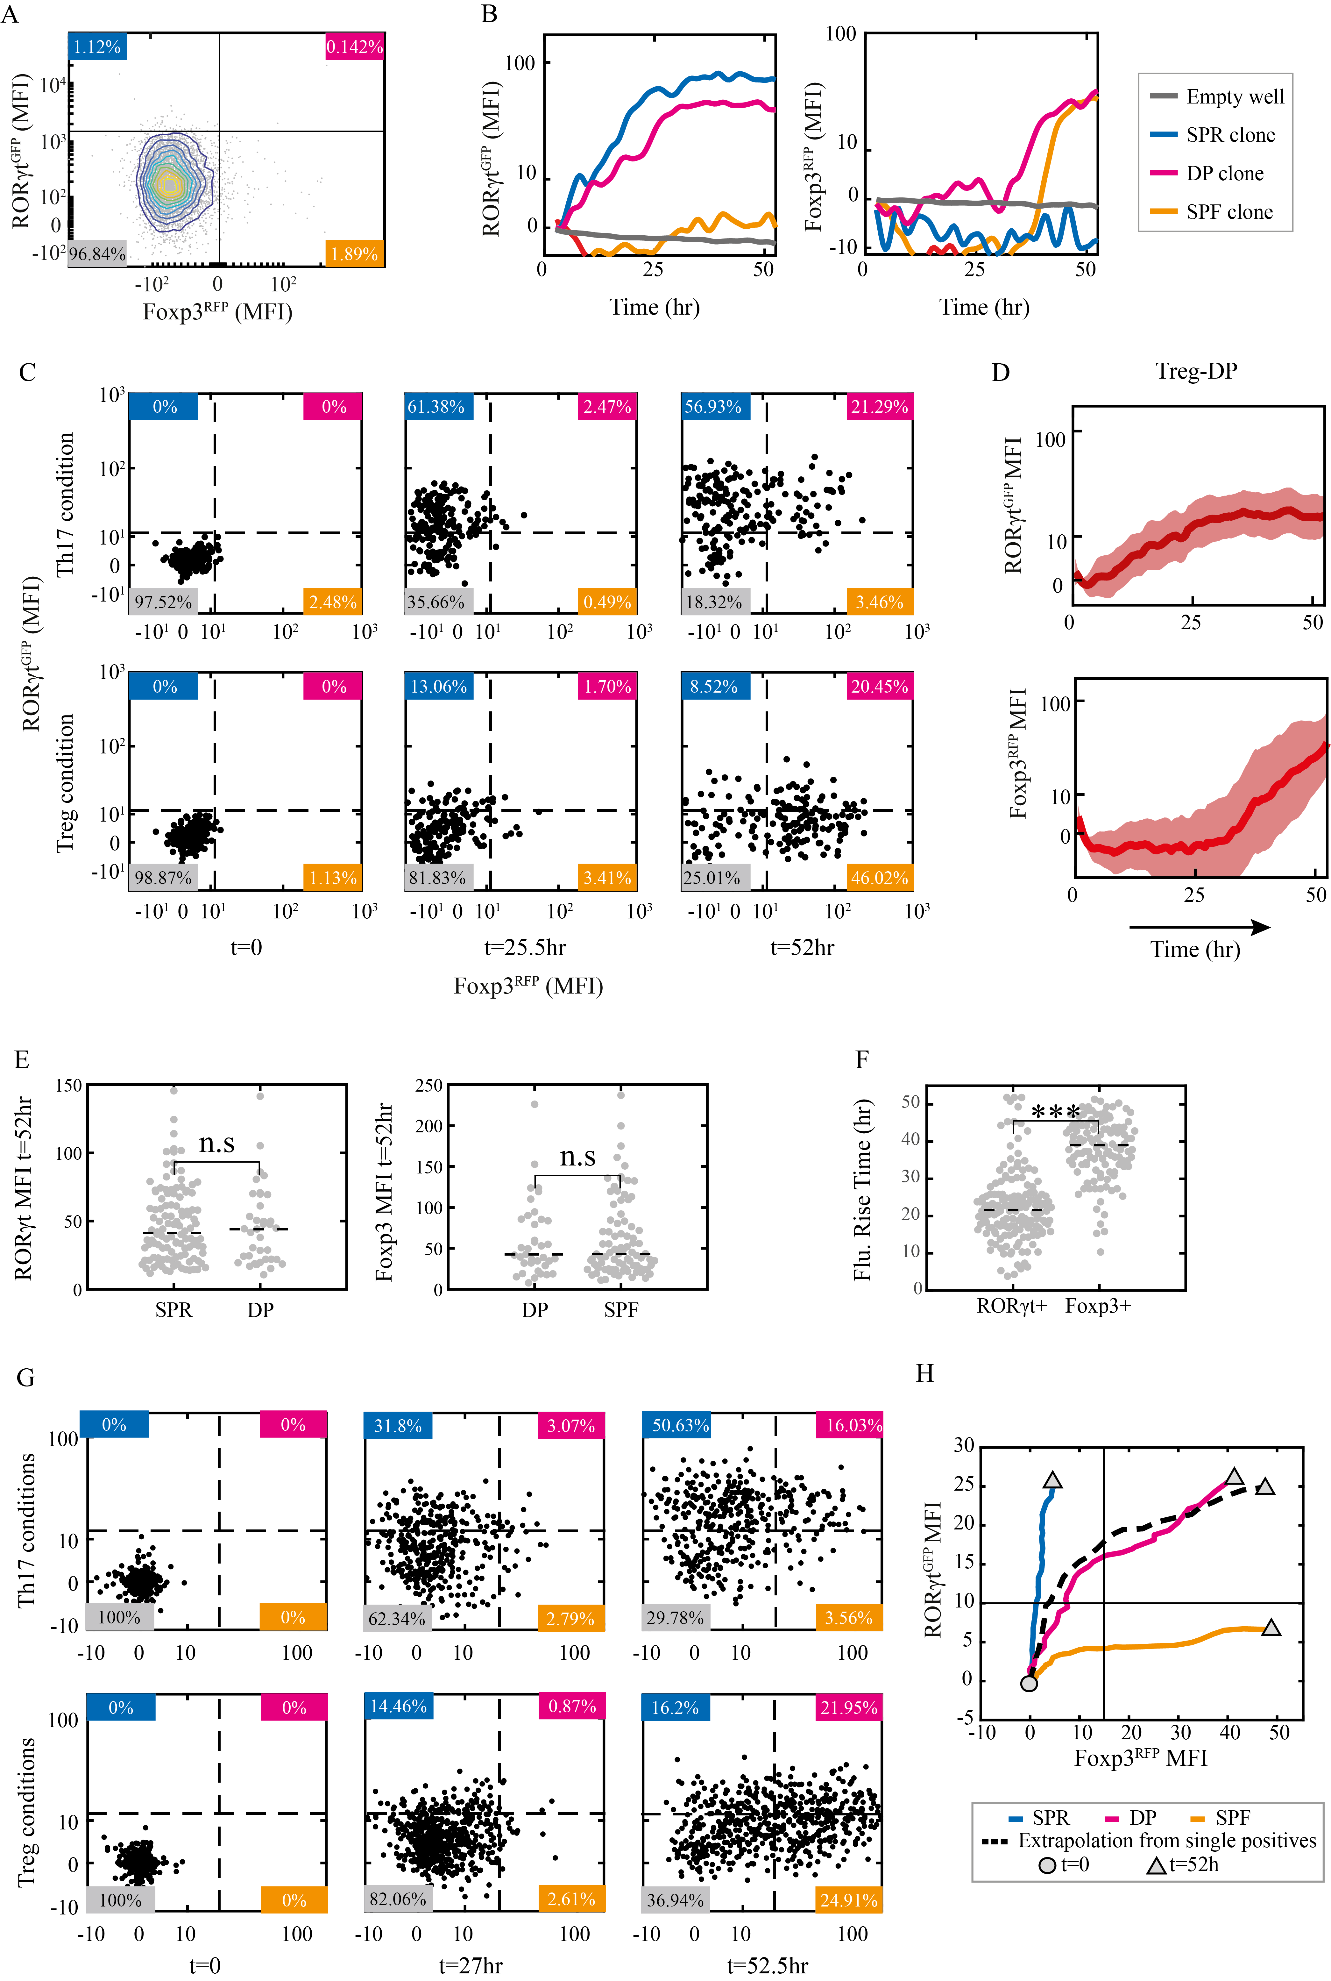 |
| --- |
| **Supplementary Figure 3. Detailed dynamical properties can be extracted from micro-well based time-lapse data.** Naive cells were cultured inside micro-wells, supplemented with differentiation-driving cytokines and monitored under fluorescent microscopy for 52hr. **(A)** Scatter plot showing measured expression patterns of naive cells isolated from RORγt^GFP^ X Foxp3^RFP^ Fl generation using Stem Cell kit. **(B)** Fluorescent traces of RORγt^GFP+^ (left) and Foxp3^RFP+^ (right) over time in an empty micro-well (gray line) or exemplary clones for SPR, DP and SPF (blue, pink and orange lines, respectively). **(C)** Scatter plots showing measured expression patterns of RORγt^GFP^ and Foxp3^RFP^ of wells under Th17 (upper panel) and Treg (lower panel) conditions on t=0,25.5,52hr. Population color code: blue, SPR ; pink, DP ; orange, SPF ; gray, DN (double negative). Dashed line, response threshold determined by clones at t=0. **(D)** Median values of traces over time of RORγt^GFP^ (top) and Foxp3^RFP^ (bottom) in DP clones under Treg condition. A median of data is shown ±std. **(E)** Fluorescence intensity of RORγt^GFP^ (left) and Foxp3^RFP^ (right) in SP vs. DP clones at the last time frame (t=52hr) of micro-wells experiment. Each dot represents one micro-well. Dashed line, median values. Two-samples t-test, Pv>0.05. **(F)** Fluorescence rise time of RORγt^GFP+^ clones under Th17 condition and Foxp3^RFP+^ clones under Treg condition. Each dot represents one micro-well. Dashed line, median values. Two-samples t-test, Pv=7x10-32. The presented data is from one representative experiment out of two. **(G-H)** Repeats for supplementary fig. 3C & Fig. 3D (respectively) using data analyzed from an additional MWA experiment. In this experiment, 1092 naive cells were monitored for 52hr upon differentiation towards either Th17 or Treg cells. (G) Scatter plots showing measured expression patterns of RORγt^GFP^ and Foxp3^RFP^ of wells under Th17 (upper panel) and Treg (lower panel) conditions on t=0,25.5,52hr. (H) Median values of traces of SPR, DP and SPF clones drawn in the space of RORγt (y-axis) vs. Foxp3 (x-axis). Blue, SPR; pink, DP; orange, SPF. Dashed line, extrapolation of median values of RORγt in SPR clones vs. median values of Foxp3 in SPF clones over time. Circular node, t=0; triangle, t=52hr. |

| 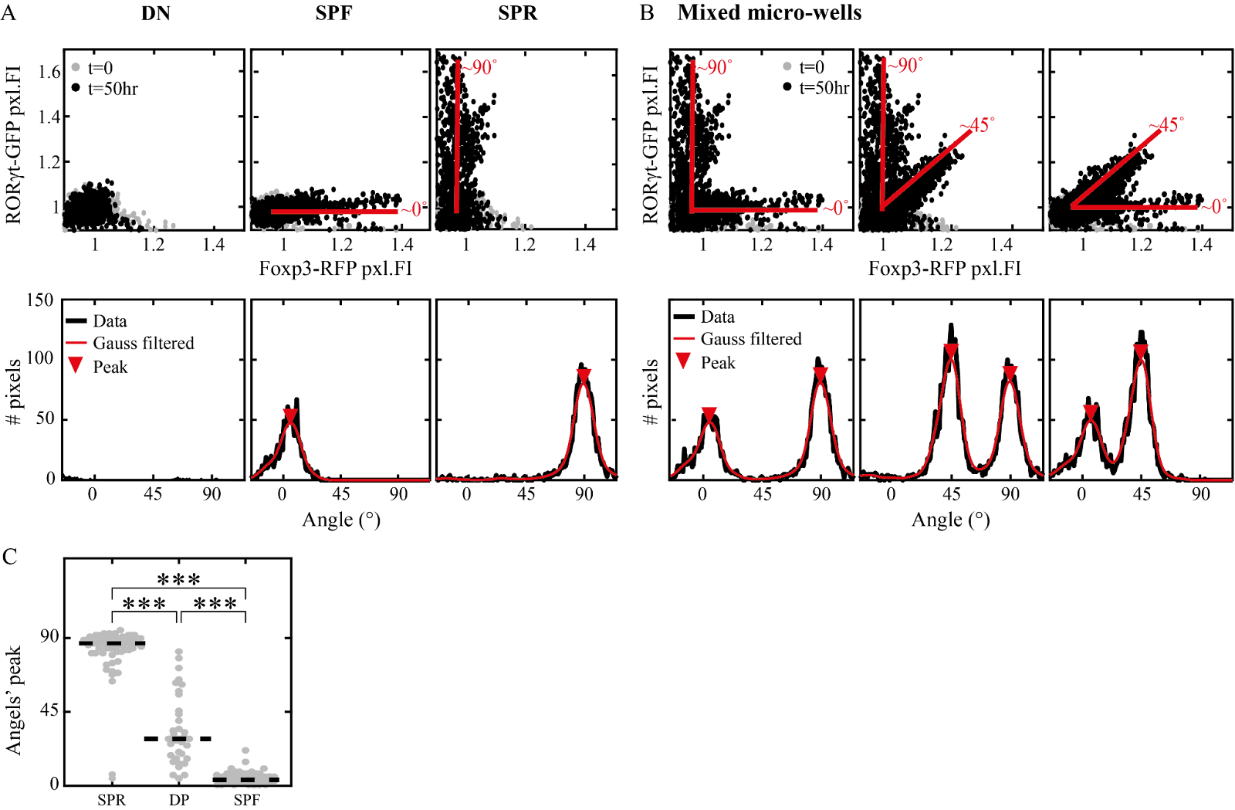 |
| --- |
| **Supplementary Figure 4. Clones during differentiation exhibit homogeneous behavior.** **(A-B)** Pixel fluorescent intensity angles between RORγt^GFP^ (90°) and Foxp3^RFP^ (0°) on t=0 and t=52hr (gray and black dots, respectively; upper panel) and distribution of pixel angles over the last 5 time frames (lower panel) in representative examples of DN, SPF and SPR clones (A) and an artificially mixed micro-wells (B). Upper panel - red line, vector of the detected angles. Lower panel - red line, gauss filter;  red triangle, automatically detected maxima local peak. Each dot represents one pixel. **(C)** Angles’ peaks found over distribution of the last five frames in SPR, DP and SPF clones. Dashed line, median values. Each dot represents one micro-well. Two-samples t-test, Pv≤6.6x10-23. Presented data is from one representative experiment out of two. |

| **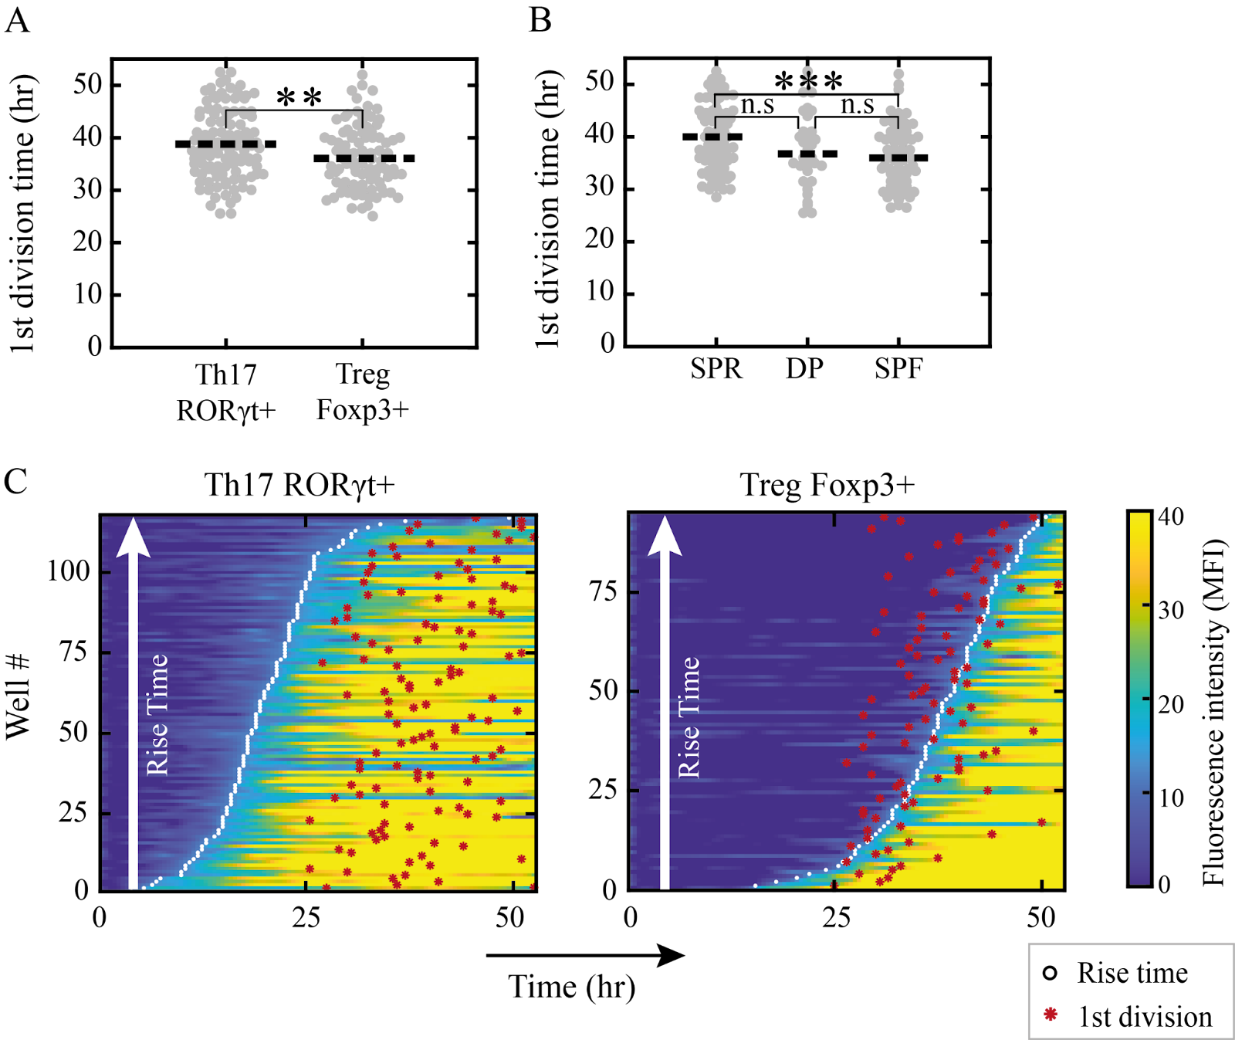** |
| --- |
| **Supplementary Figure 5. Multicellular clones change their phenotype in a synchronized manner. (A-B)** First division time in dividing RORγt^GFP+^ clones under Th17 condition and Foxp3^RFP+^ clones under Treg condition (A) and in dividing SPR, DP and SPF clones (B). Each dot represents one micro-well. Dashed line, median values. Two-samples t-test, Th17 vs. Treg Pv=0.005 (A), SPR vs. DP Pv=0.09, SPR vs. SPF Pv=9.84x10^-4^, DP vs. SPF Pv=0.37 (B). **(C)** Expression over time of RORγt^GFP+^ under Th17 condition (left) and Foxp3^RFP+^ under Treg condition (right) in dividing clones. Each row represents 1 micro-well, color is indicative of expression level (fluorescence intensity). White dot, rise time; red asterisk, first division time. Presented data is from one representative experiment out of two. |

| 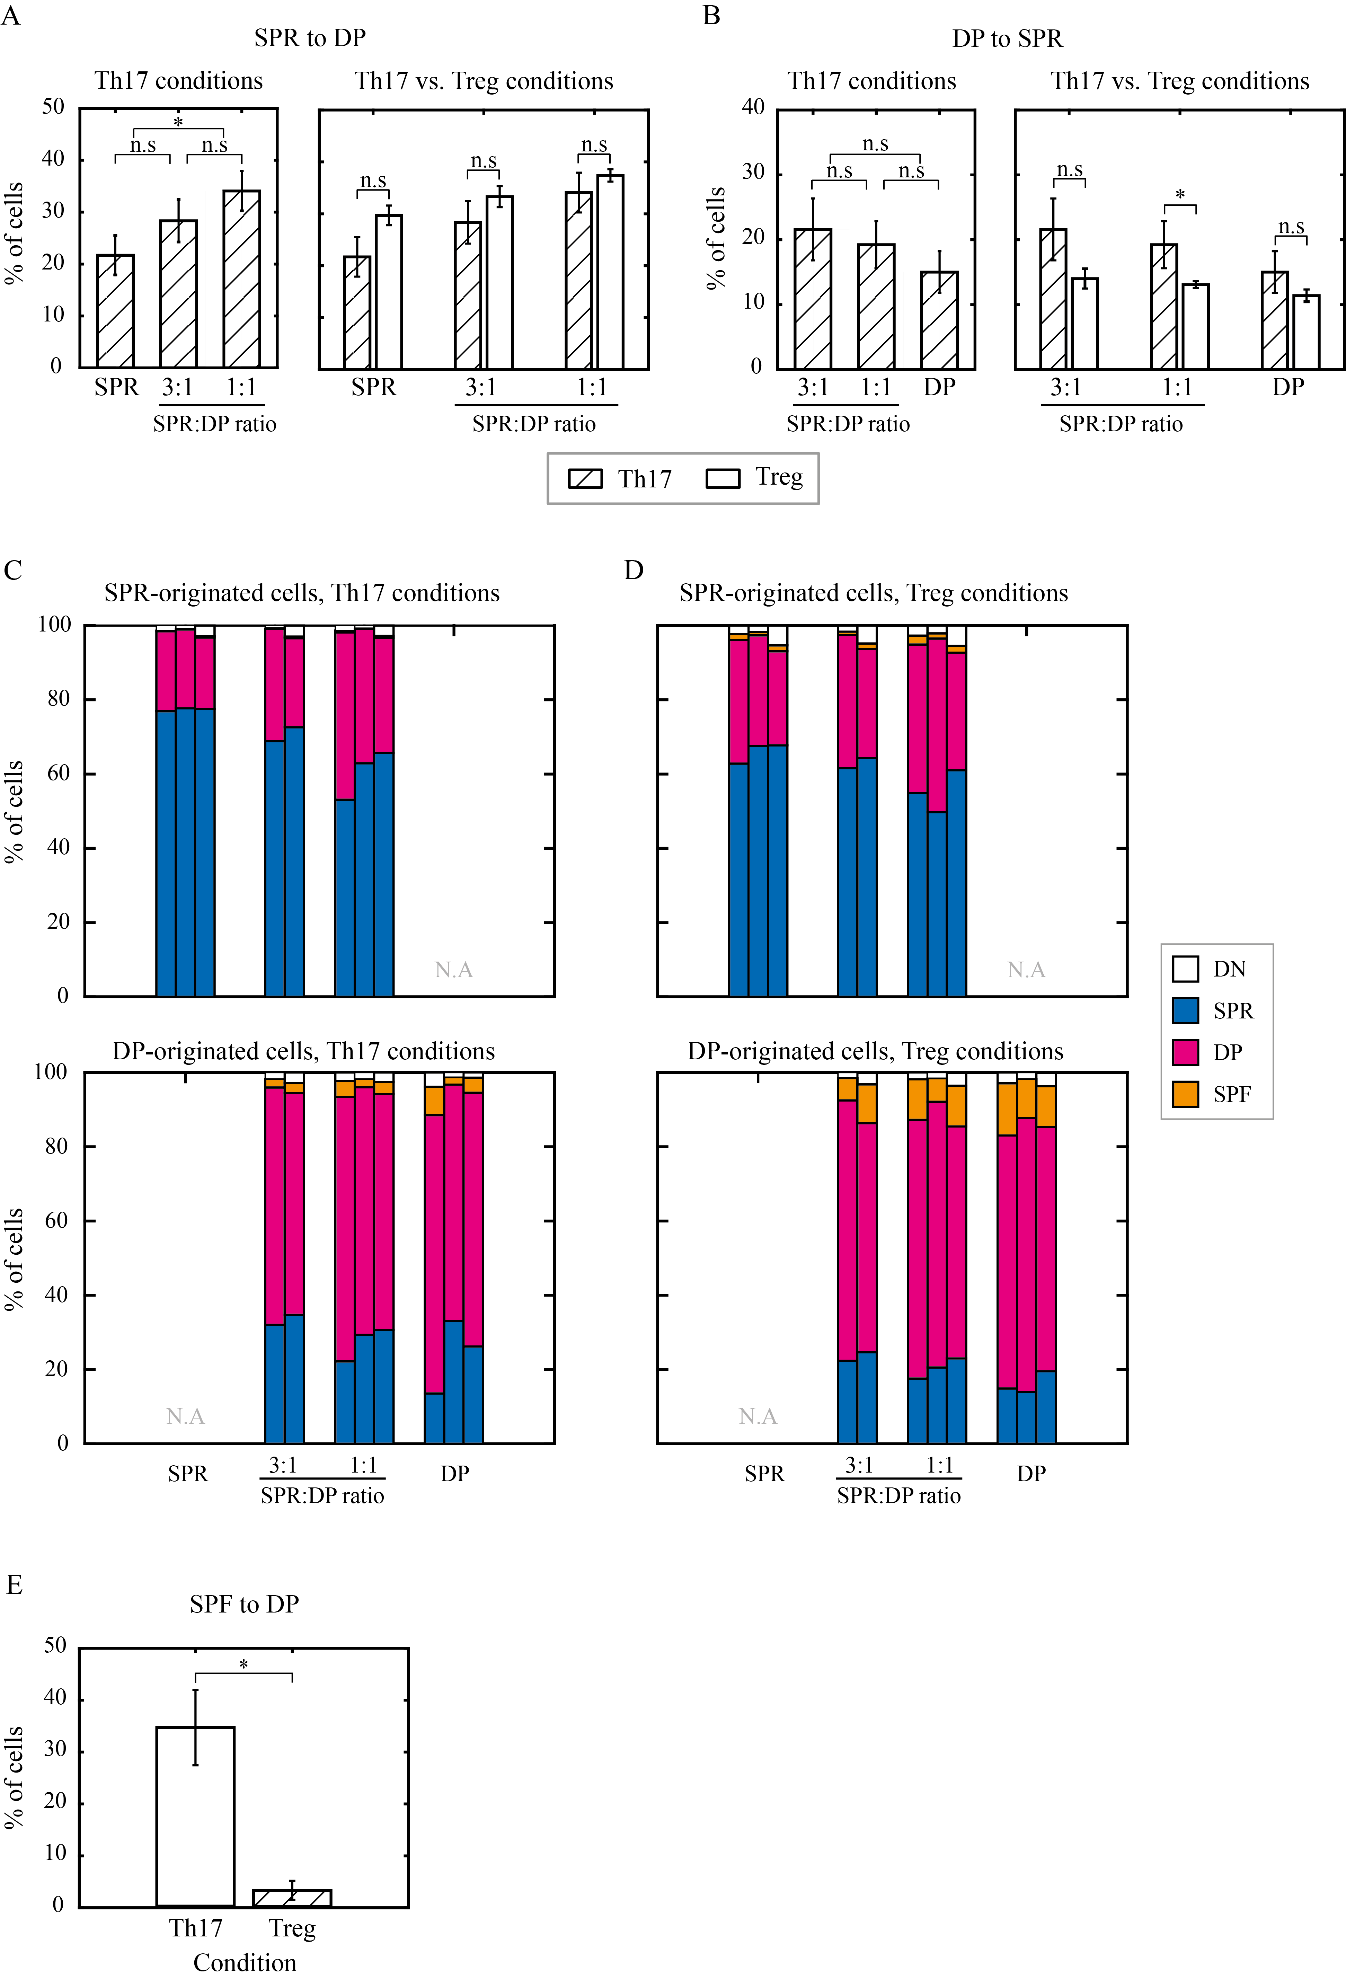 |
| --- |
| **Supplementary Figure 6. Environment shows minimal effect on differentiation state after long incubation. (A-B)** Statistical test for the data presented in Figures 4C, D. Cells were cultured under Th17 conditions for 2-3 days. Then cells were sorted to SPR and DP sub-populations and re-cultured for additional 2 days, either individually (100% SPR; 100% DP) or co-cultured at 3:1 (75% SPR:25% DP) and 1:1 (50% SPR:50% DP) ratios. Resulting populations are presented: SPR originated cells becoming DP cells (A) or DP originated cells becoming SPR (B). Right graphs, resulted populations cultured under Th17 conditions; left graphs, resulted populations cultured under Th17 vs. Treg conditions. Two-samples t-test is shown, Pv=0.049. The presented data is from three independent biological repeats. **(C-D)** Sorted SPR and DP cells were re-cultured for additional 4 days (day 6 or 7 from the beginning of experiment) individually or co-cultured at 3:1 and 1:1 ratios. Resulting populations: SPR originated (upper panel) or DP originated cells (lower panel) that were re-cultured under Th17 (C) or Treg (D) conditions were measured on flow cytometry. Three or two independent biological repeats are presented. Blue, SPR; pink, DP; orange, SPF; white, DN. **(E)** Statistical test for the data presented in Figure 4E. SPF cells were sorted after 3 days of differentiation and re-cultured for 2 days under Th17 or Treg condition. Resulting population: SPF originated cells becoming DP cells. Two-samples t-test, Pv=0.019. Presented data from three independent biological repeats. Oblique line bar, Th17 condition; transparent bar, Treg condition. |

How the deposited data were processed for this re-analysis (not part of the article)

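RNA was measured in 9 libraries of mouse spleen T cells after 72 hours of culture, 3 replicates each of SPR and DP cells sorted from the Th17 culture and of SPF cells sorted from the Treg culture. The submitters prepared 3′ MARS-seq libraries, sequenced them on an Illumina NextSeq 500 and mapped the reads to mm10, and the counts, as deposited, were made by the authors with cutadapt, STAR, SAMtools and HTSeq, as the submitters' notes name them. Versions of these tools, the annotation, the use of molecular identifiers and the strand setting are not given in the sources used here. The values are raw counts per gene, since they are whole numbers whose column sums equal the total given in 1 unnamed line of the table, which was left out together with 1 column that holds no library. The conditions and replicate numbers are those of the submitters' labels. Only these counts were analysed, and the flow cytometry, quantitative PCR, microwell and suppression experiments were not analysed here.

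The table holds 24062 named genes, and total counts per library ran from 1495152 to 3759662. A gene with 3 counts over the libraries of a group stands at 0.335 CPM in SPR, 0.475 CPM in DP and 0.461 CPM in SPF, and this served as the floor for folds against a group without counts. For genes with 1 to 3 counts in a group, the ratio of the counts summed over each group, scaled by the summed library totals, is given with its 95% counting interval, which covers counting error only and treats each count as a molecule. No 2 libraries were copies of each other. TMM factors ranged from 0.9502 to 1.053.

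Genes with more than 10 CPM in at least 1 library were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit over all 9 libraries, TMM factors, 6 residual and 4.93 prior degrees of freedom, biological coefficient of variation 0.249), and called at a Benjamini-Hochberg adjusted p under 0.05. The groups, this test and its threshold, the low-count filter, the gene lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, RLE factors, library totals, no filter, edgeR's filterByExpr, a fit of only the groups compared, the replicate number as a block, the paper's thresholds, a fold threshold of 2, other pseudocounts (0.1 and 5), other gene sets and each library left out in turn. With 3 libraries against 3, an exact permutation test cannot give a two-sided p below 0.1, so single genes were tested only in models that share the spread across genes.

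Whether equal replicate numbers pair the libraries was checked by correlating the deviations of log2 values from the group means. The correlation was 0.22, 0.398 and 0.405 for same-numbered SPR and DP libraries, against -0.339 to -0.0255 for different numbers. Deviations from a group mean cancel out over the group, so a positive value for the same number pulls the others below it. The values for different numbers are therefore not an independent comparison. For DP and SPF it was 0.121, -0.0182 and -0.15, and for SPR and SPF 0.089, 0.0921 and -0.118. Since all 3 values exceeded 0.1 only for SPR and DP, a fit of these 6 libraries with the replicate number as a block was added after the data were examined (2 residual and 10.1 prior degrees of freedom). Its own alternatives were DESeq2, RLE factors, library totals, no filter, no replicate block and each pair left out in turn, and 2 more settings were added in the same way: leaving out mitochondrial-encoded genes, and leaving out DP replicates 2 and 3 together. Il1r2 and Il4 were tested without the filter, which was likewise added, as were the Treg list without Foxp3, the comparison of same-numbered SPR and DP libraries with each SPF library and 2 simulations, with DP means equal to the SPR means and with equal SPR and DP means and the replicate effects kept.

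Genes are named in the text by a rule. It takes every gene that the paper names for RNA-seq or prints in Fig. 2B or 2D, whose values in the figure had been seen. It adds, for each comparison, the 10 largest increases and the 10 largest decreases among called genes with a mean of at least 20 CPM in the higher group and CPM that do not overlap between the groups, and called members of the gene lists with the largest change. The lists were Th17, Treg, Tfh, Th1, Th2, IL-1 family signalling, IL-2 and STAT5 response, IL-6 and STAT3 response, TGFβ response, naive and recirculation, co-inhibitory receptors, cell cycle, glycolysis, cholesterol synthesis, interferon response, unfolded protein response, pan T cell genes, and markers of B cells, of CD8 and NK cells, of myeloid cells and of erythroid cells. Leading genes of the paired fit (Tcea3, Prg4, Nos2, Gipr and mt-Rnr2) were picked under the same limits on level and overlap, after their values were seen. Lists with at least 3 measured genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists.

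The similarity index places the DP mean of log2(CPM + 1) between the SPR mean (1) and the SPF mean (-1), as in the paper's equation, with bounds at 0.5, 1.5, -0.5 and -1.5. It was computed for the genes that pass a fold of 2 and an unadjusted p under 0.05 in the paper's 2-sample test on log2 values in at least 1 comparison. The legend of the paper prints another p threshold, and 0.05 was used as the line drawn in Fig. 2B. Genome positions were found for 621 of 625 gene names. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The results of some single genes are not reported here.

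The tests were run on simulated data in which 100 genes were changed by 2-fold and 100 by 4-fold among 9310 genes. The 9-library fit recovered 35% (DP against SPR), 27% (DP against SPF) and 23% (SPR against SPF) of the 2-fold changes and 87%, 84% and 80% of the 4-fold changes, with 13, 2 and 3 false calls. The paired fit recovered 9% and 72%, with 7 false calls. Each comparison was simulated in a single draw, with the spread of the 9-library fit. For the paired fit, replicate effects of a chosen size were added to that spread, which already holds the differences between replicates. The percentages therefore cannot rank the paired fit against the 9-library fit on the real libraries.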

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

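Leaving out mitochondrial-encoded genes and leaving out DP replicates 2 and 3 were chosen after the values were seen. Mitochondrial-encoded transcripts, which the paper does not discuss, stood at 2872 CPM in DP replicate 2 and 5214.2 CPM in DP replicate 3, above the other libraries of the table, which ran from 206.1 CPM (SPF replicate 2) to 576.2 CPM (SPF replicate 3) and included 542.3 CPM in DP replicate 1. The ribosomal RNA mt-Rnr2 (chromosome M, 1094 to 2675) was 783.7 ± 842.7 CPM in DP and 39.7 ± 19.2 CPM in SPR (SD, n = 3 each), and mt-Co1, a subunit of cytochrome c oxidase (chromosome M, 5328 to 6872), was 44.8 ± 45.8 CPM in DP and 5.23 CPM in SPR. Without mitochondrial-encoded genes, edgeR called 1279 genes between DP and SPF, and 324 between DP and SPR in the paired fit, 317 of them shared with the fit that held these genes. With DP replicate 1 as the lone DP library, assumed to vary like the other groups, 114 genes were called between DP and SPF. No technical or biological explanation of these levels was tested.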

How the results depend on the processing

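The paired fit, its own alternatives, the setting without mitochondrial-encoded genes, the setting without DP replicates 2 and 3 and the Treg list without Foxp3 were chosen after the data were examined. The number of genes called between DP and SPR was 1 with edgeR over 9 libraries, 44 with DESeq2, 4 with library totals only, 211 with no filter, 2 with only the 2 groups compared, 122 at the paper's thresholds, and 1 to 6 when each library was left out. It was 7 with the replicate block over 9 libraries and 324 in the paired fit. The paired count was 147 with DESeq2, 646 with no filter, 2 with no replicate block, and 120 to 447 when each pair was left out (109, 284 and 99 genes shared with the 324 without replicates 1, 2 and 3). The count for DP and SPF was 2137 with no filter, 828 with a fold threshold, 114 without DP replicates 2 and 3, and 553 to 1822 when each library was left out. For SPR and SPF it was 2479 with no filter, 1024 at the paper's thresholds, and 836 to 2059 when each library was left out. SPR and SPF differed in the most genes and DP and SPR in the fewest under every other test, normalization and filter run. The cause was not tested for any of these changes. Leaving out a library also lowers the number of libraries, yet without SPF replicate 3 the counts against SPF rose, to 1822 for DP and 2059 for SPR. Every other single library left out lowered the counts of these comparisons.

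Genes called in DP against both other groups in the same direction numbered 0 with edgeR over 9 libraries, 20 with DESeq2, 3 with the replicate block, 82 with no filter, 64 with the paired fit, and 0 to 5 when each library was left out (1 without SPR replicate 1, 5 without DP replicate 1, 2 without DP replicate 2 and 4 without SPF replicate 3). With an estimated correlation, the number of gene lists called fell to 0 from 5 for DP and SPR, to 2 from 9 for DP and SPF (the Th17 list and the IL-6 and STAT3 list) and to 1 from 8 for SPR and SPF (the Th17 list). The paired fit called 8 lists. Without Foxp3, the gene of a sorting reporter, the call of the Treg list for DP and SPR was lost (0.247 from limma, and 0.0786 in the paired fit), and its calls for DP and SPF (0.00989) and for SPR and SPF (0.00292) were kept. When each library was left out, 6 to 7 lists were called for DP and SPR, 8 to 12 for DP and SPF and 7 to 11 for SPR and SPF. The replicate block over 9 libraries called 7, 10 and 8 lists. It added the Interferon response and Th17 lists for DP and SPR and the cholesterol synthesis list for DP and SPF, and changed the call of no other list. Spearman's correlation on the genes called in at least 1 comparison was 0.912 (SPR and DP), 0.646 (DP and SPF) and 0.551 (SPR and SPF), and with no filter it was 0.933 for SPR and SPF. When each library was left out it was 0.968 to 0.977 (SPR and DP), 0.891 to 0.922 (DP and SPF) and 0.879 to 0.911 (SPR and SPF). The share of SPR-like genes was 42.7% to 54.1%, of intermediate genes 20.3% to 35.5%, of genes outside the index range 18.2% to 25.7% and of SPF-like genes 1.59% to 3.49% when each library was left out, and the last was 2.96% on linear CPM.

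No named gene or list that passed its test turned its direction. Of 834 values of named genes with 1 library left out, 772 kept their direction and their side of the threshold, 44 lost their call, 6 gained 1 and 12 that had not passed changed sign. Under the other settings, 406 of 462 kept both, 2 lost their call and 54 gained 1. For gene lists, 297 of 342 values with 1 library left out and 167 of 193 under the other settings kept both. Depth limits the low end: a single count was worth 0.266 to 0.669 CPM.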

Differences from the paper's values

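No test in this part was chosen after the values were seen, except the paired fit and the fit of Il1r2 without the low-count filter, which are marked where they are used. The paper's share of SPF-like genes is about 3% (Fig. 2C, read by eye), against 1.9% here. The paper's text states no such share, but gives 48% SPR-like, about 30% intermediate and about 20% distinct genes. These rounded shares leave little room for SPF-like genes, so the difference may lie in the reading of the figure. Of the alternatives set before the data were examined, the share lies within 1.5 times the paper's with a CV above 0.2 (2.06%), pseudocounts of 0.1 (2.28%) and 5 (2.05%), linear CPM (2.96%), TMM (2.2%), and without SPR replicate 1 (2.2%), DP replicate 2 (3.49%), DP replicate 3 (2.43%), SPF replicate 1 (2.28%) or SPF replicate 2 (2.58%). It does not with the genes called by edgeR at a fold above 2 (1.78%), or without SPR replicate 2 (1.82%), SPR replicate 3 (1.97%), DP replicate 1 (1.9%) or SPF replicate 3 (1.59%).

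The paper's number of genes lower in DP than in SPR is about 56 (Fig. 2A, read by eye), against 29 here at a fold of 2 and an unadjusted p under 0.05. No alternative at these thresholds was set before the data were examined. The paper's Spearman correlations are about 0.92 for SPR and DP, about 0.70 for DP and SPF and about 0.63 for SPR and SPF (Supplementary Figure S2A, read by eye), against 0.975, 0.912 and 0.899 here. As a yardstick, the SD of the single-library correlations here was 0.0164 for SPR and DP, 0.0309 for DP and SPF and 0.0324 for SPR and SPF. It was computed over all tested genes, and the paper prints no spread. Restricted to the genes called in at least 1 comparison, the value for SPR and DP (0.912) differs from the paper's by less than this SD. Those for DP and SPF (0.646) and for SPR and SPF (0.551) differ by more. With no filter, other pseudocounts or any 1 library left out, all 3 values differ from the paper's.

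The paper states that Il17a, Il24 and Ccl20 are lower and that Il1r1 and Il1r2 are higher in DP than in SPR, and that Nrp1 is high in DP. Its RNA-seq thresholds are a fold above 2 and a p-value for which no adjustment is named, unlike the adjusted p used here. By flow cytometry, in technical repeats of a single experiment, the paper also reports less IL17A protein and more IL1R1 and IL1R2 protein in DP than in SPR. On group means of log2(CPM + 1), DP minus SPR was -2.56 for Il17a, -1.69 for Il24 and -1.18 for Ccl20. It was 2.04 for Il1r1, 1.79 for Il1r2 and 1.72 for Nrp1, so each gene exceeded 2-fold. Over the 9 libraries edgeR called none of these between DP and SPR, with an adjusted p of 0.468 for Il17a, 0.468 for Il24, 0.845 for Ccl20, 0.222 for Il1r1 and 0.27 for Nrp1, and Il1r2 lay below the filter. DESeq2 called Il1r1 (0.00244) and Nrp1 (0.0117). With no filter, edgeR called Il17a (2.95e-06), Il24 (3.57e-07), Il1r1 (1.91e-06) and Nrp1 (1.27e-06) over 9 libraries, but not Ccl20 (0.339), and Il1r2 (0.0456), whose test was added after the values were seen. That unfiltered fit called 211 genes between DP and SPR, against 1 with the filter, so its adjusted p are not comparable with the filtered ones. The paired fit of edgeR, chosen after the values were seen, called Il17a (0.00186), Il24 (0.00027), Ccl20 (0.0486), Il1r1 (0.000739) and Nrp1 (0.00464), and dropped Il1r2 at the filter. In each of these genes the direction was the paper's under all of these settings. Fig. 2B also prints Ccr6, which passed no comparison here (paired adjusted p = 0.125 from edgeR) except in the paired fit with no filter (0.027) and without pair 2 (0.0196), also chosen after the values were seen, and Il4, which lay below the filter.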

Other observations

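The test of SPF-type cells, the comparison of same-numbered libraries, the paired fit and the simulation that keeps the replicate effects were chosen after the result was seen. Against SPF, both populations of the Th17 culture had more transcripts of the IL-12 receptor chain Il12rb2 (45.15 ± 17.4 CPM in SPR, 33.3 ± 11.7 in DP and 1.06 ± 1.46 in SPF; SD, n = 3 each) and of Asns, the asparagine synthetase of the amino acid stress response (28.7 ± 19.6, 29 ± 21.7 and 2.31 ± 0.467 CPM; SD, n = 3 each). DP was higher than SPF in Il12rb2 by a log2 fold change of 4.83 (SE 0.631, adjusted p = 0.00118 from edgeR) and in Asns by 3.57 (SE 0.735, adjusted p = 0.0113). Of 15 genes of the IL-6 and STAT3 response, 10 were higher in DP than in SPF and none was lower (11 when adjusted over the list alone; camera adjusted p = 4.87e-11 from limma, and adjusted p = 0.0128 with an estimated correlation), among them Socs3, a feedback inhibitor of cytokine signalling (log2 fold change 1.78, SE 0.267, adjusted p = 0.00266 from edgeR) and Bcl3, a coregulator of NF-κB (1.27, SE 0.189, adjusted p = 0.00266). Tfh genes were higher in 4 of 11 cases and lower in 1 (0.000378, and adjusted p = 0.188 with an estimated correlation), genes of the unfolded protein response higher in 4 of 15 (0.00596, and 0.483), and cell cycle genes higher in 1 of 28 (0.00163, and 0.584), the replication helicase gene Mcm6 (1.41, SE 0.241, adjusted p = 0.00483 from edgeR). Genes of the TGFβ response were lower in 6 of 16 cases and higher in 1 (0.00639, and 0.188), and pan T cell genes lower in 5 of 14 and higher in 1 (0.00585, and 0.483), among them Cd4 (-0.89, SE 0.169, adjusted p = 0.00781 from edgeR). The call of the list Unfolded protein response, DP vs SPF, was lost without DP replicate 2 (adjusted p = 0.0743 from limma) and that of the list Cell cycle, DP vs SPF, without SPF replicate 1 (0.063).

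Between SPR and SPF, the cell cycle list (2 of 28 genes higher, 0.000509 from limma, and adjusted p = 0.651 with an estimated correlation) and the unfolded protein response (3 of 15 higher, 0.0444, and adjusted p = 0.651 with an estimated correlation) were also higher in SPR, the latter lost in the list Unfolded protein response, SPR vs SPF, without SPR replicate 2 (0.2), SPF replicate 1 (0.0816) or SPF replicate 2 (0.0512). In the paired fit of DP against SPR, interferon response genes were higher in 2 of 14 cases and none lower (3 higher and 1 lower when adjusted over the list alone, and none called in the 9-library fit; 0.000934 from limma, adjusted p = 0.389 with an estimated correlation, and 0.208 over 9 libraries), namely the GTPase genes Gbp2 and Gbp3 (log2 fold change 1.28 for Gbp3, SE 0.164, adjusted p = 0.00156 from edgeR; over 9 libraries 0.837 for Gbp3 and 0.809 for Gbp2). Glycolysis genes were lower in 1 of 19 cases and none higher (2 lower when adjusted over the list alone, and no single gene called over 9 libraries; 0.000372 from limma, and adjusted p = 0.454 with an estimated correlation), and the list was also called over 9 libraries (0.000402, and adjusted p = 0.345 with an estimated correlation). Cell cycle genes were lower in 1 of 28, and in none over 9 libraries (0.0361 from limma, adjusted p = 0.582 with an estimated correlation, and 0.375 over 9 libraries).

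The other lists did not pass by camera. In DP against SPF the adjusted p from limma was 0.0618 for cholesterol synthesis, 0.174 for Th1 and for Th2, 0.24 for glycolysis, for naive and recirculation and for co-inhibitory receptors, 0.272 for B cell markers, and 0.275 for IL-2 and STAT5 and for interferon response. In SPR against SPF it was 0.0881 for naive and recirculation, 0.101 for Tfh, 0.119 for pan T cell genes, 0.121 for cholesterol synthesis and for interferon response, 0.141 for Th2, 0.366 for B cell markers, 0.417 for Th1 (median log2 fold change -0.35 and mean -0.14, while the test points up), 0.438 for co-inhibitory receptors, 0.616 for IL-1 (median -0.27, mean 0.20) and 0.641 for IL-2 and STAT5 (median 0.04, mean -0.01). In the paired fit it was 0.108 for pan T cell genes, 0.213 for IL-2 and STAT5, for Th1 and for Th2, 0.266 for the unfolded protein response, 0.316 for cholesterol synthesis and for CD8 and NK markers, 0.587 for the TGFβ response and 0.899 for B cell markers (median 0.16, mean 0.08, while the test points down).

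Markers of other cell types were present at low or uneven levels. The B cell genes Ighm (260.6 ± 127.5 CPM in SPR, 327.6 ± 149.1 in DP and 1003 ± 480 in SPF; SD, n = 3 each) and Cd79b (3.97 ± 1.86, 4.23 ± 0.992 and 19.4 ± 6.32 CPM; SD, n = 3 each) were higher in SPF, while H2-Ab1, an MHC class II gene, was lower in SPF (52.5 ± 18.9 CPM against 163.2 ± 46.05 in DP; SD, n = 3 each). The difference of Ighm between DP and SPF (adjusted p = 0.0337 from edgeR) was lost without DP replicate 2, DP replicate 3, SPF replicate 1 or SPF replicate 2 (at most 0.129). Of 3 measured CD8 and NK markers, Klrd1 and Klre1 were higher than in SPF both in DP and in SPR, and Cd8b1 passed no comparison. By camera, the list was higher in DP than in SPF (adjusted p = 0.00399 from limma, and adjusted p = 0.103 with an estimated correlation). It was also higher in SPR than in SPF (0.025, and 0.148). In the list CD8 and NK cell markers, SPR vs SPF, the call was lost without SPF replicate 3 (0.0638). The erythroid gene Hba-a1 had 52 counts over the SPF libraries, 1 over SPR and 0 over DP, and the myeloid gene Itgam had 41, 2 and 3.

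In DP cells Foxp3 lay at 0.422 of the way from the SPR to the SPF level on the linear scale. If SPF-type cells among the sorted DP cells were the source, other genes that are higher in SPF would lie about as far along. The median position of 88 such genes was 0.0752 (interquartile range 0.00408 to 0.155), which argues against cells with the expression of the SPF libraries as the whole cause. These genes were chosen by the difference between SPR and SPF, which came from different cultures. Foxp3-positive cells without RORγt that arose in the Th17 culture need not carry their levels, so the test does not cover such cells. The paper saw no SPF population in that culture, and DP cells were sorted as positive for both reporters. The sort itself selects on Foxp3, so its level carries no more than that choice, and no other source was tested.

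The number of genes called between DP and SPR rose from 1 to 324 with pairing. Differences between replicates that SPR and DP libraries share are a candidate explanation, since same-numbered libraries correlated at 0.22 or more (highest 0.405), in values from which the paired fit had been chosen. Simulated unchanged paired groups gave at most 8 calls in 20 draws, against 324, below the bound set before the result was seen. If the spread is as fitted, this argues against false calls by the paired fit as the source of most of the 324. False calls are not excluded, because the simulation assumes that spread and cannot test it. The fit estimates it from 2 residual and 10.1 prior degrees of freedom. Exchanging SPR and DP within pairs gave 0 calls at most, but in too few arrangements to decide. A biological difference between DP and SPR cells that varies less within a pair is also open and was not tested separately.

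Genes outside the index range of 1.5 to -1.5 made up 20% of 1317 genes. In simulated libraries whose DP means equal the SPR means, so that no gene was specific to DP, 21.9% of genes (19.9% to 24.8% over 20 draws, 375 of 1714 genes) lay outside that range. That simulation leaves out the correlation of same-numbered SPR and DP libraries. With equal SPR and DP means and the replicate effects kept, 13.3% of genes (11.7% to 15.4% over 20 draws, 194 of 1458 genes) lay outside, below the share observed. Simulated spread alone excludes nothing, so how much of the share comes from the spread between libraries stays open. Of the 264 genes observed, 51 were called in DP against both other groups in the same direction when DP against SPR was tested with the paired fit. In the simulation with the replicate effects kept, at most 1 gene per draw was both outside the range and called in this way. Such a gene needs a call by the paired fit, of which simulated unchanged paired groups gave at most 8. The low number was thus set by the call threshold and is no separate evidence on the source of these 51 genes.

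Other splits of the 6 libraries of a comparison into groups of 3 were also tested. The real split called 1 gene for DP and SPR, and 2 of 10 splits called as many (highest other 1). The count was 1278 for DP and SPF and 1557 for SPR and SPF, reached in 1 of 10 splits each (highest other 0). At the paper's thresholds the real splits gave 122, 895 and 1024 genes, in 1 of 10 splits each, and the highest others 73, 192 and 174. In the paired fit, exchanging SPR and DP within pairs gave 324 calls in 1 of 4 arrangements (highest other 0). These splits are too few for a share under 0.05.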
